# Epigenetic regulation of white adipose tissue plasticity and energy metabolism by nucleosome binding HMGN proteins

**DOI:** 10.1038/s41467-022-34964-5

**Published:** 2022-11-26

**Authors:** Ravikanth Nanduri, Takashi Furusawa, Alexei Lobanov, Bing He, Carol Xie, Kimia Dadkhah, Michael C. Kelly, Oksana Gavrilova, Frank J. Gonzalez, Michael Bustin

**Keywords:** Epigenetics, Mechanisms of disease

## Abstract

White adipose tissue browning is a key metabolic process controlled by epigenetic factors that facilitate changes in gene expression leading to altered cell identity. We find that male mice lacking the nucleosome binding proteins HMGN1 and HMGN2 (DKO mice), show decreased body weight and inguinal WAT mass, but elevated food intake, WAT browning and energy expenditure. DKO white preadipocytes show reduced chromatin accessibility and lower FRA2 and JUN binding at *Pparγ* and *Pparα* promoters. White preadipocytes and mouse embryonic fibroblasts from DKO mice show enhanced rate of differentiation into brown-like adipocytes. Differentiating DKO adipocytes show reduced H3K27ac levels at white adipocyte-specific enhancers but elevated H3K27ac levels at brown adipocyte-specific enhancers, suggesting a faster rate of change in cell identity, from white to brown-like adipocytes. Thus, HMGN proteins function as epigenetic factors that stabilize white adipocyte cell identity, thereby modulating the rate of white adipose tissue browning and affecting energy metabolism in mice.

## Abstract (web summary)

White adipose tissue browning plays an important role in regulating whole-body energy homeostasis and metabolism. Here the authors show that the HMGN nucleosome binding proteins epigenetically promote white adipocyte differentiation and modulate the rate of white adipose tissue browning and energy metabolism in male mice.

## Introduction

Maintaining energy homeostasis, a balance between energy intake and energy expenditure is a fundamental requirement for survival and plays an important role in preventing metabolic disorders including obesity^1,2^. Adipose tissue facilitates energy homeostasis as it exists in two forms: white adipose tissues (WAT), enriched in cells that store energy as fat, and brown adipose tissue (BAT), enriched in adipocytes able to generate energy in the form of heat^2,3^. White adipocytes are plastic and under metabolic stress such as cold and fasting, they can convert into brown-like adipocytes a process known as “white adipocyte browning”^4,5^. At the molecular level, the browning of white adipocytes is facilitated by epigenetic factors such as DNA methylases, histone modifying enzymes, specific miRNAs, and transcription factors, which lead to changes in gene expression and altered cell identity^6,7^. Here we show that the chromatin-binding proteins high mobility group N (HMGN) modulate the rate of white adipocyte tissue browning.

HMGN is a family of ubiquitous chromatin-binding proteins that bind specifically to nucleosomes without any DNA sequence specificity. HMGNs are known to affect chromatin architecture, transcription factor binding, and gene expression in vertebrate cells^8–11^. Recent genome-wide and transdifferentiation studies revealed that HMGNs localize to cell-type-specific enhancer regions and stabilize cell identity^8^. Given the finding that HMGNs can function as epigenetic regulators that stabilize cell identity, we tested whether HMGNs affect white adipocyte browning and energy expenditure in mice.

In this work, we examined the role of HMGNs in white adipocyte browning by comparing wild-type (WT) mice and cells to genetically derived mice and cells lacking the two major members of the HMGN protein family, HMGN1 and HMGN2 (DKO mice). We find that DKO mice are smaller and show increased energy expenditure. Inguinal white adipose tissue (iWAT) from DKO mice has smaller adipocytes and characteristics suggesting increased adipocyte browning. Cultured white preadipocytes from DKO mice differentiate into brown-like adipocytes faster than white preadipocytes from WT mice, and DKO mouse embryonic fibroblasts (MEFs) transdifferentiate into brown-like adipocytes faster than WT MEFs. Transcription and epigenetic analyses of the differentiating cells link specific epigenetic changes, including altered epigenetic marks and chromatin binding of transcription factors, to accelerated white adipocyte browning in cells lacking HMGN1 and HMGN2 proteins. These findings identify HMGN proteins as epigenetic factors that affect energy metabolism by regulating the rate of iWAT browning.

## Results

### Enhanced white adipose tissue browning in HMGN DKO mice

DKO mice fed a standard chow diet showed decreased body weight throughout development, and adult DKO mice exhibited a 10% decrease in body weight compared to age-matched, control WT mice (Fig. 1a–c). The decrease in body weight was not linked to increased total physical activity or decreased food intake since measurements in activity chambers did not show a difference between WT and DKO mice in total activity (Fig. 1d), and DKO mice showed increased food intake (Figs. 1e, S1a and Supplementary Data 1). Magnetic resonance imaging (MRI) analyses revealed that the decrease in body weight was associated with a significant reduction in the total fat mass of the DKO mice (Fig. 1f), but the total lean mass was not altered significantly (Fig. S1b). DKO mice had significantly reduced amount of inguinal WAT (iWAT) (Fig. 1g, h) but both their epididymal WAT (eWAT) and brown adipose tissue (BAT) were not significantly different from that of WT mice (Figs. 1g, S1c, d). Hematoxylin and eosin (H&E) staining revealed that iWAT adipocytes from DKO mice are markedly smaller than WT adipocytes (Figs. 1i, S1e). In addition, both immunofluorescence and quantitative RT-PCR indicate higher levels of mitochondrial uncoupling protein 1 (UCP1) expression (Fig.1j, k), a significant upregulation of transcripts encoding additional thermogenic markers (Fig. S1f), and a 2-fold increase in mitochondrial DNA in DKO iWAT (Fig. 1l). The eWAT of WT and DKO mice showed equal levels of *Ucp1* RNA (Fig. S1g). We also observed that the expression of *Hmgn1* and *Hmgn2* mRNAs was considerably higher in iWAT than in eWAT, (Fig. S1h). An indirect calorimetry experiment revealed increased oxygen consumption (Fig. 1m) and increased energy expenditure (Fig. 1n) in DKO mice. Cumulative energy expenditure measurements by energy balance techniques also indicated increased energy expenditure in DKO mice (Figs. 1o, S1i, and Supplementary Data 1b). Taken together, these results suggest elevated WAT browning and energy expenditure in DKO mice.

**Fig. 1:**
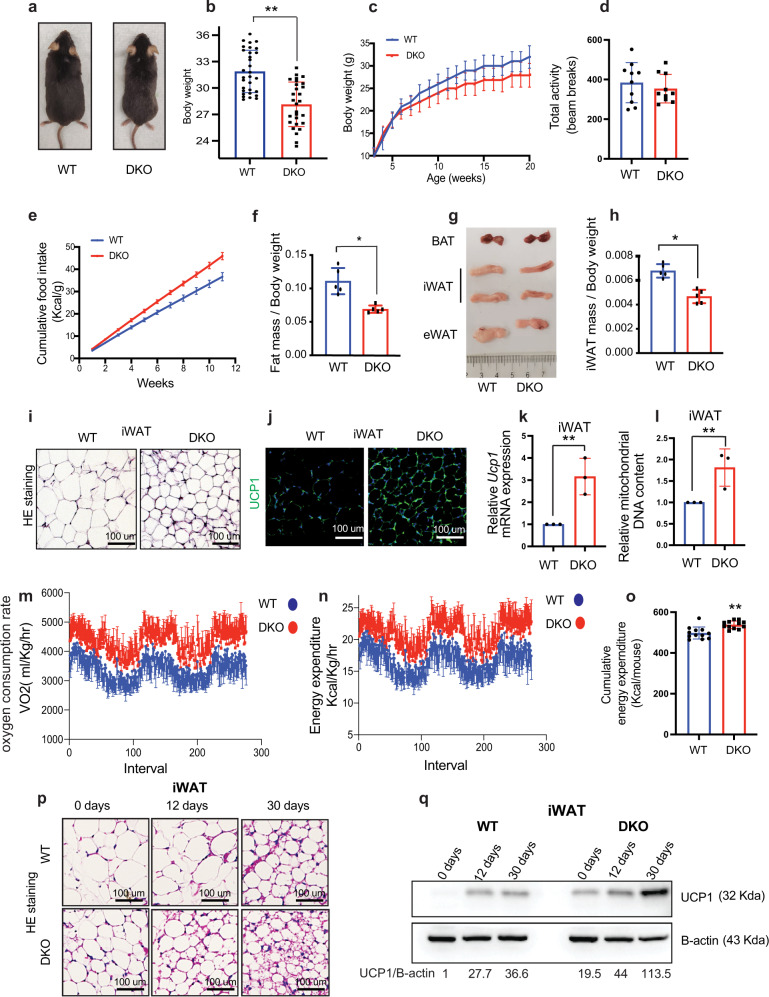
Enhanced white adipose tissue browning in HMGN DKO mice. **a** DKO mice are smaller than WT mice; shown are 25 weeks old WT and DKO mice. **b** Body weight of 25 weeks old WT and DKO mice (*n* = 28–31 for each group). **c** Body weight in growing WT and DKO mice (*n* = 12 for each group). **d** Total activity of WT and DKO mice, measured as beam breaks (*n* = 12 for each group). **e** Cumulative food intake of WT and DKO mice (*n* = 12 for each group). **f** Fat mass of WT and DKO mice. Tissue mass is normalized to body weight (*n* = 5 for each group. Data are mean ± SD; *p = 0.0135). **g** Gross appearance of adipose tissues from WT and DKO mice. **h** iWAT weight of WT and DKO mice. Tissue mass normalized to body weight (*n* = 5 for each group. Data are mean ± SD; *p = 0.005). **i** Histology of WT and DKO iWAT. **j** UCP1 immunostaining of WT and DKO iWAT. **k** Quantitative RT-PCR analysis of *Ucp1* expression in iWAT from WT and DKO mice (*n* = 3 for each group). **l** Quantitative RT-PCR analysis of mitochondrial DNA content in WT and DKO iWAT (*n* = 3 for each group). **m** Elevated oxygen consumption rate in DKO mice measured by indirect calorimetry. **n** Elevated energy expenditure in DKO mice measured by indirect calorimetry. **o** Elevated cumulative energy expenditure in DKO mice measured by energy balance (*n* = 12 for each group). **p** Histology of iWAT from intermittent fasting WT and DKO mice. **q** Western blot showing UCP1 expression in iWAT of intermitted fasting WT and DKO mice. UCP1/B-actin values are shown below each column. Data are the mean ± SD. A two-tailed *t*-test was used in (**b**, **f**, **h**, **k**, **l**, **o**); *p < 0.05, and **p < 0.005 are considered significant over control. For **i**, **j**, **p**, and **q** data are representative of two independent experiments with similar results. All measurements were done with age-matched, WT and DKO male mice.

Intermittent fasting promotes iWAT browning in mice^12^ leading to increased energy expenditure in part due to higher levels of mitochondria and UCP1 protein^13^. Intermittent fasting of WT and DKO mice fed a standard chow diet every other day, induced the browning of WAT in DKO mice to a significantly higher level than in WT mice, as seen by beige adipocytes with multilocular morphology in H&E staining (Figs. 1p, S1j) and elevated UCP1expression seen by western blot analyses (Fig. 1q), and by immunostaining (Fig. S1k). BAT did not show differences between WT and DKO mice (Fig. S2) suggesting that the increased energy expenditure in DKO mice is mainly due to enhanced WAT browning.

In summary, mice lacking HMGN1 and HMGN2 show reduced body weight and fat mass but increased food intake, elevated energy expenditure, and enhanced rate of iWAT browning. These results raise the possibility that HMGN proteins affect white adipocyte browning and energy expenditure in mice.

### DKO mice fed high-fat diet (HFD) show enhanced white adipose tissue browning

Compared to HFD-fed WT mice, DKO mice fed HFD for 16 weeks, gained considerably less weight and appeared smaller (Fig. 2a–c), and showed elevated food intake (Fig. 2d), and energy expenditure (Fig. 2e), but VO2 (Fig. 2f) was not significantly altered. HFD-fed DKO mice had lower fat mass, but not lean mass, as determined by MRI analyses (Fig. 2g, h). Likewise, these mice show reduced iWAT size and weight (Fig. 2i, j), but no change in eWAT or BAT (Fig. 2i, k, l). In addition, both glucose and insulin tolerance tests showed improved glucose metabolism in HFD-fed DKO compared to control, WT mice (Fig. 2m, n). H&E staining of the iWAT from HFD-fed DKO mice reveals smaller adipocytes (Fig. 2o) and both immunostaining and transcription analyses of these mice show increased UCP1 expression (Fig. 2p, q). Thus, loss of HMGN enhanced the rate of iWAT browning in mice fed either standard chow or HFD.

**Fig. 2:**
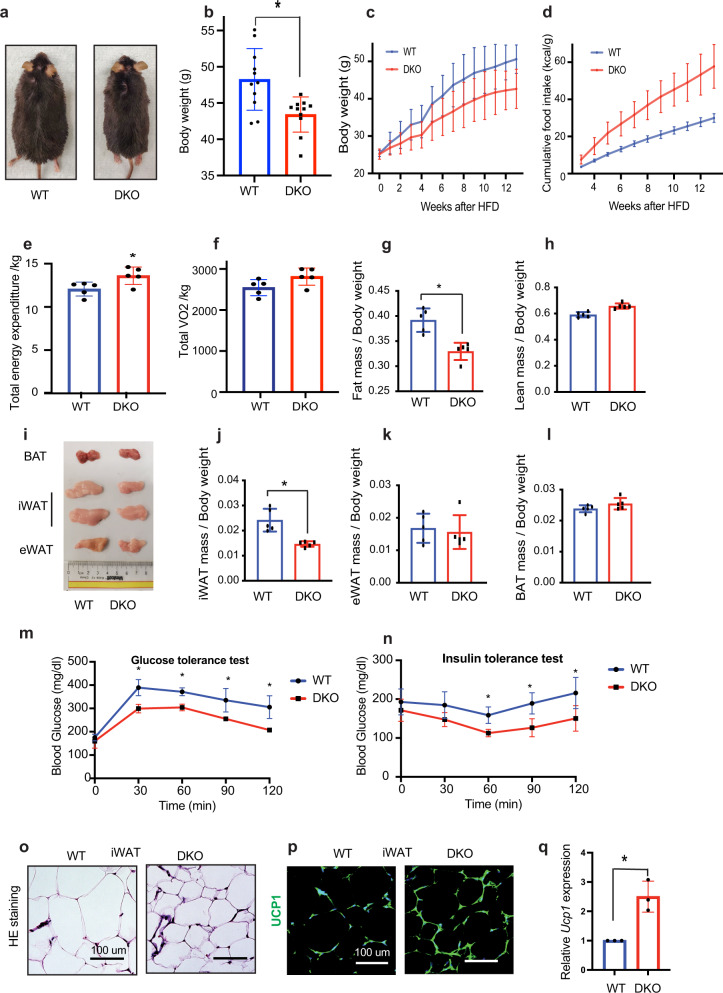
Enhanced white adipose tissue browning in HFD-fed DKO mice. **a** Gross appearance of representative WT and DKO mice fed with HFD for 16 weeks. **b** Body weight of WT and DKO mice fed HFD for 16 weeks. **c** Body weight of WT and DKO mice during HFD feeding for 12 weeks (*n* = 12 for each group). **d** Cumulative food intake of WT and DKO mice fed with HFD for 12 weeks (*n* = 12 for each group). **e** Elevated total energy expenditure in DKO mice during HFD feeding (*n* = 5 for each group). **f** Total VO2 in WT and DKO mice during HFD feeding (*n* = 5 for each group). **g** Fat mass of WT and DKO mice. Tissue mass normalized to body weight (*n* = 5 for each group). **h** Lean mass of WT and DKO mice. Tissue mass normalized to body weight (*n* = 5 for each group). **i** Gross appearance of adipose tissues from WT and DKO mice. **j** iWAT weight of WT and DKO mice (*n* = 5 for each group). **k** eWAT weight of WT and DKO mice fed with HFD for 16 weeks (*n* = 5 for each group). **l** BAT weight of WT and DKO mice fed with HFD for 16 weeks (*n* = 5 for each group). **m** Glucose tolerance test performed on WT and DKO mice fed with HFD for 16 weeks (*n* = 5 for each group). **n** Insulin tolerance test performed on WT and DKO mice (*n* = 5 for each group). **o** Histology of iWAT from WT and DKO mice. **p** UCP1 immunostaining of iWAT from WT and DKO mice. **q** Quantitative RT-PCR analysis of *Ucp1* expression in iWAT. All data from male WT and DKO mice fed HFD for 16 weeks. For **o** and **p**, data are representative of two independent experiments with similar results. Data are the mean ± SD. A two-tailed *t*-test was used in (**b**, **e**, **g**, **j**, **m**, **n**, and **q**); *p < 0.05.

### Loss of HMGN enhances the rate of white preadipocyte browning

To verify that loss of HMGNs is sufficient to enhance the rate of adipocyte browning, we isolated iWAT preadipocytes from WT and DKO mice and induced differentiation using an adipogenic cocktail known to facilitate differentiation into brown-like adipocytes (Fig. 3a)^14^. 

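RNA from primary preadipocytes of inguinal white adipose tissue (iWAT) was sequenced at days 0, 3, 6 and 9 of the induced browning, with 3 WT and 3 DKO libraries at each day, 24 libraries in all. DKO cells come from mice in which Hmgn1 and Hmgn2, the genes of a pair of nucleosome-binding proteins, are inactivated. The authors trimmed the strand-specific paired-end reads with Cutadapt, aligned them to the mouse genome (mm10) with STAR and estimated the reads of each gene with RSEM. They deposited these expected counts without normalization. RSEM divides reads that match several genes between those genes, and between 5.91% and 7.9% of the values of a library were not whole. All values were rounded before any test. The summed counts of a library ranged from 19872366 to 22813160 in WT cells (median 21914381) and from 20786016 to 36006679 in DKO cells (median 27743226) at day 0. At day 3 they ranged from 20746763 to 27594598 (WT, median 21578700) and from 23935727 to 28672996 (DKO, median 25066181). The day 6 libraries held 24974448 to 27052150 counts (WT, median 26198042) and 21384326 to 24979454 counts (DKO, median 23156355). The day 9 libraries held 19809356 to 24021937 (WT, median 21911750) and 23023510 to 26739834 (DKO, median 26219573). The 10 genes with the most counts took between 8.28% and 17.0% of a library. Replicates of one group differed by more than sampling noise, with a chi-square per degree of freedom between 7.45 and 85.5 against 1.01 for a simulated library drawn again, so none was counted as a second sequencing of the same library. Counts were scaled to library size with edgeR's TMM normalization and are given as CPM. DKO and WT libraries were compared at each day on their own with edgeR's quasi-likelihood test. The genes tested are those that pass edgeR's filter on low counts. Genes were called different at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.5. Values without a named replicate come from refits that each omit 1 of the 6 libraries of a day.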

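The targeted genes were examined first. Hmgn2 (chromosome 4, 133964738 to 133968650, mm10, minus strand) had at most 4, 10, 1 and 0 counts in any DKO library at days 0, 3, 6 and 9, where the WT libraries reached 1095, 4094, 3030 and 926 counts. It was lower in DKO cells at each of these days (adjusted p = 0.00185, 0.00433, 1.05e-07 and 6.49e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hmgn1 (chromosome 16, 96120618 to 96127729, minus strand) kept counts in the DKO libraries, with 93.0 ± 6.03 CPM (SD, n = 3) against 150.5 ± 17.6 in WT cells at day 0. Its log2 fold change there was -0.70 ± 0.11 (standard error, adjusted p = 0.0969 from the same edgeR test). The log2 fold change of Hmgn1 was -0.77 at day 3 (adjusted p = 0.0384), -0.31 at day 6 (adjusted p = 0.0195) and -0.05 at day 9 (adjusted p = 0.685). The adjusted p-value at day 3 rose to between 0.0786 and 0.241 in each of the 6 refits that omit 1 library, and at day 6 to between 0.0677 and 0.0689 without WT replicate 1, WT replicate 3 or DKO replicate 3. At day 0 it fell to 9.53e-06 with DESeq2, 0.0085 without the filter on low counts and 5.71e-05 with 1 fit over all days, and over all alternatives it reached 0.35. The deposited counts are per gene, and the paper's methods describe the absence of transcripts of the deleted exons, which counts per gene do not resolve.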

Oil-Red O staining and qRT-PCR analysis of the in vitro differentiated adipocytes revealed that DKO preadipocytes differentiate into mature beige adipocytes faster than WT preadipocytes (Figs. 3b and S3a). Quantitative analyses by ImageJ software indicate 2-fold higher levels of lipid-containing cells in the differentiating adipocytes derived from DKO mice (Fig. S3b). These systemic effects are indeed due to loss of HMGNs since si-RNA mediated downregulation of HMGN in wild-type preadipocytes (Fig. 3c) enhanced adipogenesis (Figs. 3d, S3c) while the rescue of HMGN expression in DKO preadipocyte by vectors expressing HMGN1 and HMGN2 (Fig. 3e) inhibited adipogenesis (Figs. 3f, S3d). 

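Between DKO and WT preadipocytes, 33 of 15123 tested genes were called different at day 0 (11 higher and 22 lower in DKO cells), 51 of 15119 at day 3 (25 higher and 26 lower), 1699 of 14694 at day 6 (739 higher and 960 lower) and 183 of 14700 at day 9 (69 higher and 114 lower). At an unadjusted p-value under 0.05 the numbers were 1188, 1838, 5468 and 3984. The CPM of the 3 DKO and the 3 WT libraries did not overlap for 15%, 18.5%, 42.1% and 34.8% of the tested genes at days 0, 3, 6 and 9, where chance gives 10%. The day 9 count moved most with single libraries, to 1460 without DKO replicate 2 and 20 without WT replicate 2. It was 46, 24, 109 and 74 without WT replicates 1 and 3 and DKO replicates 1 and 3. The day 6 count was 720 without WT replicate 3, 884 without DKO replicate 3 and 1115 without WT replicate 1. The refits gave 11 to 26 genes at day 0 and 13 to 28 genes at day 3, in both cases fewest without DKO replicate 2. The balance of higher and lower calls differed between alternatives. Library size alone in place of TMM gave 502 higher and 1244 lower genes at day 6 and 53 higher and 274 lower at day 9. Under limma-voom with quantile normalization 900 were higher and 876 lower at day 6. DESeq2 gave 275 higher and 133 lower genes at day 3 and 180 higher and 647 lower at day 9. A single fit over all days gave 292 higher and 104 lower at day 3. The test of whether the DKO effect differs between days 6 and 9, an interaction of genotype and day, called 0 of 15410 genes, and 847 had an unadjusted p-value under 0.05. Libraries of these days with the same number deviated together. With each culture as a block, an alternative added after the data were seen, the test called 42 genes, 15 upward and 27 downward at day 9. The number with an unadjusted p-value under 0.05 was then 1683, and another split of the 6 cultures, which called 0 genes, reached 2302. Among genes called higher without overlap at day 6, Pttg1 (chromosome 11, 43420250 to 43426251) had the smallest p-value, with a log2 fold change of 2.95 ± 0.11 (standard error, adjusted p = 5.97e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm3375 (4.28) and H2-T22 (4.02) followed, each with an adjusted p of 6.01e-06 from that edgeR test. Among genes called lower, beside Hmgn2, these were Gm9625 (-3.93, adjusted p = 1.05e-07 from the edgeR test) and Gm8730 (-5.55, adjusted p = 2.41e-07). Gm3375 is a processed pseudogene that shares sequence with Psmb5, and Gm9625 and Gm8730 share sequence with Rplp0. H2-T22 belongs to a multigene family, so all 4 values are uncertain where reads were divided between copies.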

RNA-seq analyses during in vitro adipocyte differentiation showed differences in gene expression between WT and DKO cells (Fig. 3g and Supplementary Data 2). Throughout differentiation the levels of HMGNs varied (Fig. S3f) and genes known to be expressed in brown adipocytes such as *Ucp1*, *Ppargc1a*, *Cidea, Elovl3*, *Cox7a1*, and *Ear2* were upregulated in DKO cells, as compared to WT cells (Figs. 3h and S3e), while non-adipogenic genes such as *Col1a2*, *Col3a1*, *mmp2*, *mmp3*, *Anxa3* were reduced in DKO adipocytes (Fig. 3h). 

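In WT preadipocytes Hmgn2 had 42.6 ± 9.37 CPM (SD, n = 3) at day 0, 112.6 ± 24.8 at day 3, 109.2 ± 7.94 at day 6 and 40.2 ± 0.63 at day 9. All 3 WT libraries of day 3 and all 3 of day 6 lay above all 3 of day 0 and all 3 of day 9. Hmgn1 in WT cells had 157.6 CPM at day 3, 111.1 at day 6 and 77.8 at day 9, and all 3 libraries of day 9 lay below those of the other days. At day 6, Ucp1 (chromosome 8, 83290352 to 83298452), which encodes the uncoupling protein of brown fat mitochondria, had 9.60 ± 1.57 CPM in WT and 50.2 ± 7.25 CPM in DKO cells, a log2 fold change of 2.38 ± 0.14 (standard error, adjusted p = 0.00018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ppargc1a (chromosome 5, 51454250 to 51567726) rose from 24.3 ± 0.51 to 42.2 ± 7.59 CPM, a log2 fold change of 0.79 ± 0.13 (adjusted p = 0.00696). Cidea (chromosome 18, 67343604 to 67367785) rose from 11.1 ± 1.38 to 73.4 ± 33.0 CPM (log2 fold change 2.72 ± 0.37, adjusted p = 0.00884), with an adjusted p of 0.0506 without WT replicate 3. Elovl3, a fatty acid elongase on chromosome 19 (46131897 to 46135694), had 165.9 ± 43.6 CPM in WT and 437.9 ± 99.1 in DKO cells (log2 fold change 1.39 ± 0.21, adjusted p = 0.00698). Cox7a1 had 46.4 ± 11.2 and 106.8 ± 13.9 CPM (log2 fold change 1.2 ± 0.17, adjusted p = 0.00548). Ear2 was low in WT cells (0.96 ± 0.39 CPM) and spread in DKO cells (11.2 ± 8.03 CPM), and its adjusted p of 0.0174 rose to 0.0657 without the filter on low counts, 0.0526 without WT replicate 2, 0.0853 without WT replicate 3 and 0.0537 without DKO replicate 3. Ear2 belongs to a multigene family, so its value is uncertain where reads were divided between copies. For each of these 6 genes the 3 DKO libraries lay above the 3 WT libraries at day 6 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 libraries allow). At day 9 the log2 fold change was 2.29 for Ucp1 (adjusted p = 0.0518, and 0.00707 without DKO replicate 2), 1.98 for Cidea (adjusted p = 0.113, and 0.0166 without DKO replicate 2) and 1.01 for Elovl3 (adjusted p = 0.00463, and 0.055 without WT replicate 2). The Ucp1 value of day 9 had an adjusted p of 4.25e-07 with DESeq2 and 0.0106 with 1 fit over all days, and at most 0.205 over all alternatives. In the fit over all days Cidea reached 0.0176 and Elovl3 rose to 0.0731. At days 0 and 3 Ucp1 and Cidea had a mean under 1 CPM in both genotypes and were not tested.

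**Figure D1:**
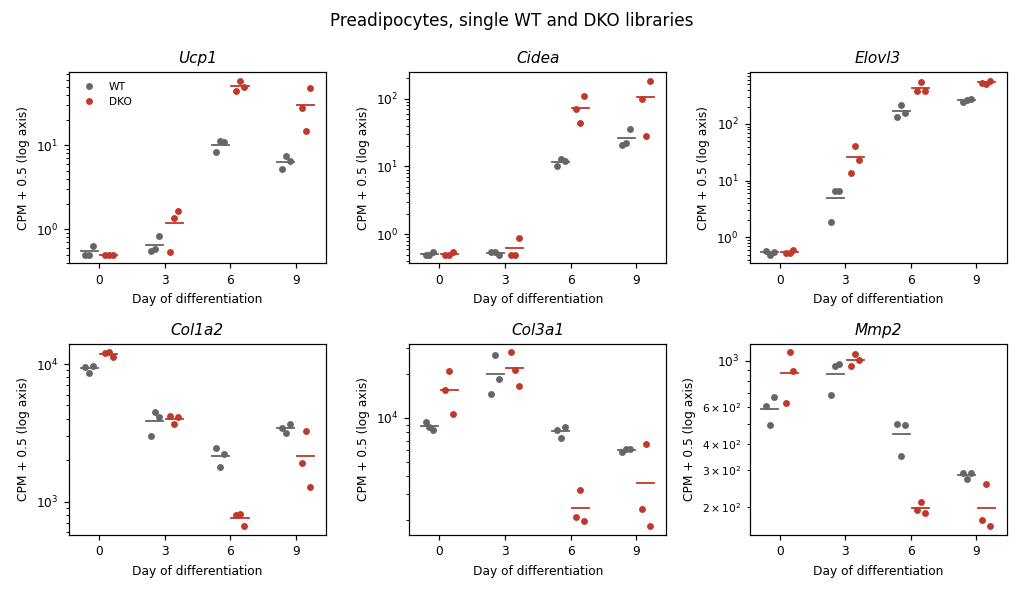
CPM plus 0.5 on a log axis against the day of differentiation for 6 genes in 3 WT (grey) and 3 DKO (red) libraries of preadipocytes, with points for libraries and lines through the means. At day 6 the DKO points of Ucp1, Cidea and Elovl3 lie above the WT points, and those of Col1a2, Col3a1 and Mmp2 below them.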

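The extracellular matrix genes went the other way at day 6. Col1a2 (chromosome 6, 4504814 to 4541544) had 2143 ± 334 CPM (SD, n = 3) in WT and 755 ± 79.4 in DKO cells, a log2 fold change of -1.52 ± 0.15 (standard error, adjusted p = 0.00169 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col3a1 (chromosome 1, 45311538 to 45349706) fell from 8082 ± 701 to 2428 ± 679 CPM, a log2 fold change of -1.75 ± 0.19 (adjusted p = 0.00264), and Mmp2 (chromosome 8, 92827291 to 92853420) from 448 ± 84.4 to 198 ± 12.8 CPM, a log2 fold change of -1.19 ± 0.15 (adjusted p = 0.00385). Mmp3 and Anxa3 had log2 fold changes of -1.93 (adjusted p = 0.0201) and -1.30 (adjusted p = 0.00975). The adjusted p of Mmp3 rose to 0.0658 without the filter on low counts, 0.0802 without WT replicate 3 and 0.0726 without DKO replicate 3. At day 0, Col1a2, Col3a1 and Mmp2 were higher in DKO cells, with log2 fold changes of 0.34 (adjusted p = 0.449), 0.83 (adjusted p = 0.454) and 0.56 (adjusted p = 0.623), and Col1a2 had a log2 fold change of -0.09 with limma-voom and quantile normalization. Mmp3 and Anxa3 were lower in DKO cells at day 0 already. Mmp3 had 156.5 to 273.1 CPM in DKO and 329 to 433.9 in WT libraries, and Anxa3 105.5 to 143.3 and 167.7 to 213.9 CPM. DESeq2 gave adjusted p-values of 0.0111 for Col1a2 and 0.0235 for Col3a1 at day 0. At day 9 the log2 fold change was -0.72 for Col1a2 (adjusted p = 0.206) and -0.78 for Col3a1 (adjusted p = 0.33), and without DKO replicate 2 these were -1.14 (adjusted p = 0.0091) and -1.55 (adjusted p = 0.00135). Over all alternatives the adjusted p-values of day 9 reached 0.466 and 0.633.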

Ingenuity Pathway Analysis (IPA) of the RNA-seq data at day 6 of differentiation revealed that pathways known to affect WAT browning, fatty acid β-oxidation, TCA cycle, and oxidative phosphorylation were among the most upregulated in DKO adipocytes (Fig. 3i). 

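Ingenuity Pathway Analysis was not run here, and lists of genes written by hand were tested in its place with camera, which compares the genes of a list with all other tested genes at a preset inter-gene correlation of 0.01. The log2 fold changes of these lists come from voom, and differ from those of edgeR's test where counts are low. At day 6, the 26 tested genes of fatty acid beta-oxidation had a median log2 fold change of 0.69, with 25 higher and 1 lower in DKO cells (adjusted p = 1.35e-13 from camera with Benjamini-Hochberg adjustment over 13 lists). All 22 genes of the TCA cycle were higher, with a median log2 fold change of 0.63 (adjusted p = 1.82e-13), and all 77 nuclear-encoded genes of oxidative phosphorylation, with a median of 0.50 (adjusted p = 1.5e-23). Of 13 mitochondrially encoded genes, 11 were higher (median 0.40, adjusted p = 0.00124). The brown adipocyte markers, several of which the study itself names from these libraries, had a median of 1.14 with 24 of 25 genes higher (adjusted p = 2.24e-11), and the general adipocyte markers a median of 0.57 with all 24 higher (adjusted p = 3.29e-09). Collagen genes (median -0.86, all 17 lower, adjusted p = 2.07e-08) and cell cycle genes (median -1.07, all 28 lower, adjusted p = 1.35e-13) fell. The median over all tested genes was -0.01. Which lists pass depends on the set test. With fry, which rotates residuals, the mitochondrially encoded genes had an adjusted p of 0.0535, and the other 7 lists given here stayed under 0.05. With a correlation estimated from the 6 libraries, camera called none of the 13 lists (smallest adjusted p = 0.315, and 0 lists with an unadjusted p-value under 0.05).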

In summary, white preadipocytes lacking HMGNs differentiated into brown-like adipocytes more efficiently than WT white preadipocytes. Furthermore, DKO preadipocytes also showed enhanced efficiency in differentiation into mature white adipocytes when differentiation was induced with a general adipogenic cocktail (Fig. S3g).

**Fig. 3:**
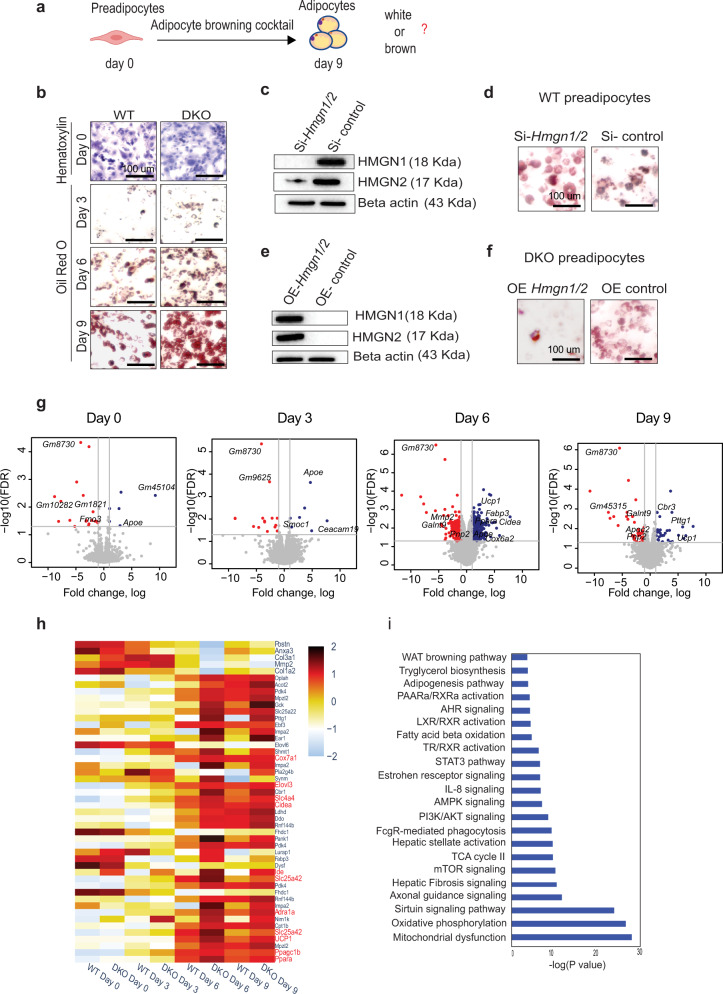
Enhanced browning efficiency in DKO white preadipocytes. **a** Model of In vitro differentiation of white preadipocytes. Created with BioRender.Com. **b** Oil Red O staining of WT and DKO adipocytes differentiated from white preadipocytes. 0 day were stained with hematoxylin; 3rd, 6th, and 9th day were stained with Oil Red O. **c** Western blot analysis of HMGN1 and HMGN2 expression in WT preadipocytes transfected with *Hmgn1* and *Hmgn2* siRNA or control, scrambled siRNA. **d** Oil Red O staining of in vitro differentiated WT adipocytes transfected with *Hmgn1* and *Hmgn2* siRNA or control, scrambled siRNA. **e** Western blot analysis of HMGN1 and HMGN2 expression in DKO preadipocytes transfected with a plasmid expressing either *Hmgn1* and *Hmgn2* or scrambled control. **f** Oil Red O staining of in vitro differentiated DKO adipocytes transfected with *Hmgn1* and *Hmgn2* expression plasmids or control plasmids. **g** Volcano plots showing differential gene expression (fold change ≥ .5; FDR < 0.05) between WT and DKO adipocytes differentiated from preadipocytes. A list of all the differentially expressed genes is shown in supplementary dataset 2. **h** Heatmap showing enhanced upregulation of genes associated with white adipocyte browning during DKO preadipocyte differentiation, compared to WT. **i** IPA analysis of preferentially regulated pathways in DKO adipocytes during the 6th day of adipocyte differentiation. Data are from three biological replicates.

### Single-cell analysis of white preadipocytes differentiation into brown-like adipocytes

To further verify that loss of HMGN enhances the rate of white adipocyte browning and explore the possibility that DKO white preadipocytes contain unique populations that facilitate browning, we performed single-cell RNA-seq (scRNA) on WT and DKO white preadipocytes at day 0 and day 6 of induced browning. Aggregate analyses of the differentiating WT and DKO iWAT preadipocytes show a clear separation between preadipocytes clusters at day 0 and clusters of differentiating adipocytes at day 6 (Fig. 4a). WT and DKO preadipocytes are intermingled and evenly distributed over the two preadipocyte clusters, while the cell clusters associated with differentiated adipocytes are enriched in DKO cells (note green color in Fig. 4a). We performed graph-based clustering of cells (Figs. 4b and S4d) and based on the cluster-enriched expression of genes we annotated cluster 1 as preadipocytes (*Mmp3, Cd142*, and *Itgb1*) (Figs. 4c, S4a)^15–18^, cluster 2 as proliferating cells (*Mki67*), while cluster 3 as differentiating adipocytes (*Col5a3, Serpina3n*) (Fig. S4b)^19^ and cells in cluster 4 as differentiated beige adipocytes (*Ucp1*, *Ppargc1a, Elovl3, Cidea*) (Figs. 4d and S4c). We also observed the statistical significance of thermogenic genes among different clusters between the two genotypes investigated (Supplementary Data 3). Higher-resolution clustering resulted in 12 clusters, with cluster 12 containing cells with the highest expression of mature brown adipocyte marker *Ucp1* (Fig. 4e, f). Consistent with the loss of HMGN increases the rate of adipocyte browning, clusters 9,11, and 12 showed increased presence of DKO cells (Figs. 4g and S4e); cluster 12 contained a higher proportion of DKO cells (60%) compared to day 6 WT adipocytes (40%) (Fig. S4e). The major genes in 12 clusters are shown as a heatmap in Fig. S5. Trajectory analysis was performed with cells showing more mature brown adipocyte phenotype markers such as *Ppargc1a*, *Cidea*, and *Elovl3* later in pseudo time ordering (Fig. S4f, g). Cells from day 6 DKO samples contributed to a higher percentage of the cells in the most mature brown-like adipocyte cell state (cell state 6) in the trajectory analysis. In the preadipocyte clusters (Fig. 4g), we note clusters enriched in DKO cells (clusters 2,3) and clusters enriched in WT cells (clusters 1,4) which is consistent with previous studies showing that loss of HMGNs alters the cellular transcription profile^20,21^. Likely, the HMGN-dependent alterations in the transcription profiles of white preadipocytes lead to enhance the rate of DKO adipocyte browning.

**Fig. 4:**
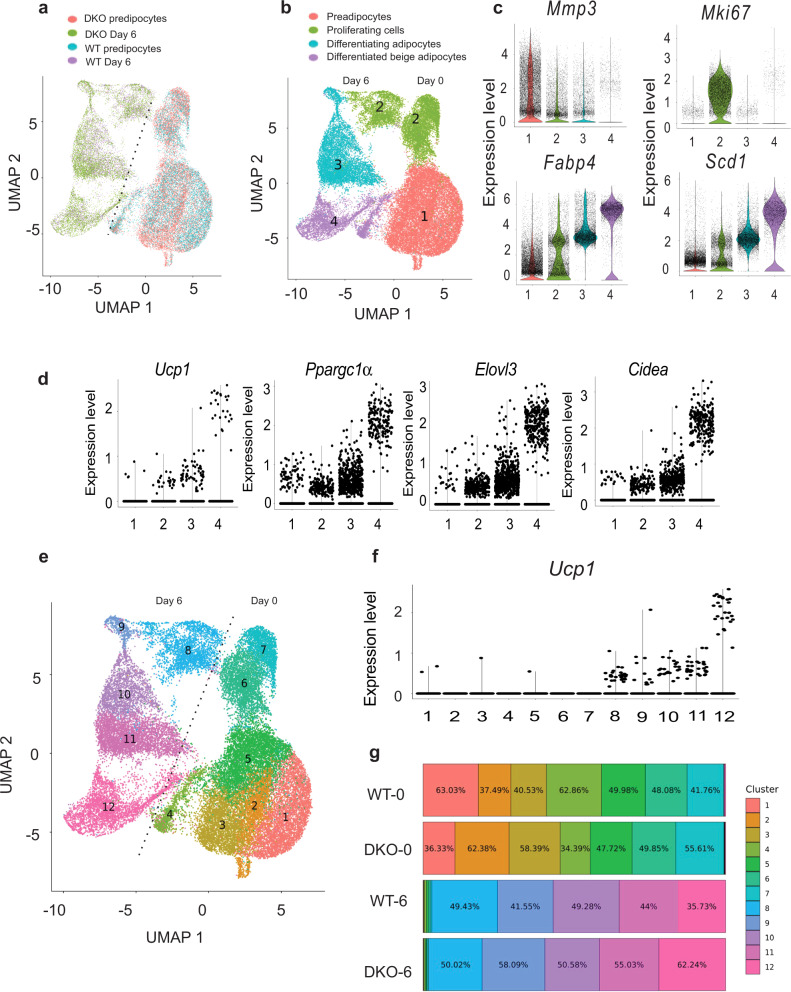
Single-cell RNA seq analysis during white preadipocyte browning. **a** UMAP plot identifying the population of WT or DKO preadipocytes in the separated cell clusters at days 0 and 6 of induced browning. Duplicate samples of white preadipocytes derived from either WT or DKO mice were induced to differentiate. Samples were collected at day 0 and day 6 and analyzed by scRNA seq. Shown is an aggregate plot of all samples. **b** UMAP plots showing various annotated clusters of aggregate scRNAseq analysis at days 0 and 6 during the browning of white preadipocytes. **c** Expression level of genes in various cell clusters shown in (**b**). Numbers on the *x*-axis correspond to cell clusters shown in panel (**b**). **d** Expression level of brown adipocyte-specific genes in various cell clusters shown in (**b**). **e** High-resolution UMAP plot of WT and DKO white preadipocytes at day 0 and day 6 of induced browning. **f** Expression level of *Ucp1* in different clusters identified in panel (**e**). **g** Percentage of cell fractions of each cell cluster shown in panel **e**, in WT and DKO cells, at day 0 and day 6 of induced browning.

In summary, both mRNA and scRNA analyses indicate that loss of HMGNs enhanced the rate of white preadipocyte browning.

### HMGN proteins affect chromatin accessibility and transcription factor occupancy in white preadipocytes

Changes in gene expression often involve changes in chromatin organization and chromatin accessibility^22^. We, therefore, performed a genome-wide assay for transposase-accessible chromatin sequencing (ATAC-seq)^23^ in white preadipocytes isolated from WT and DKO mice. MA plot shows numerous statistically significant changes in chromatin accessibility between WT and DKO (Fig. 5a and Supplementary Data 4) raising the possibility that in DKO preadipocytes, loss of HMGN altered chromatin accessibility and the binding of regulatory factors to chromatin^10,11^. A query for transcription factor binding motifs at sites that showed reduced ATAC sensitivity in DKO preadipocytes revealed that 7 out of the top 15 motifs serve as binding sites for the AP1 group of transcription factors such as FRA2, FOS, JUN, JUNB, and FRA1 (Fig. 5b, Supplementary Data 5). 

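In preadipocytes at day 0, the AP-1 gene Fosl2 (chromosome 5, 32135801 to 32157842), which encodes FRA2, had 223.3 ± 3.52 CPM (SD, n = 3) in WT and 248.0 ± 30.5 CPM in DKO cells, a log2 fold change of 0.15 ± 0.10 (standard error, adjusted p = 0.765 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fosl1 (chromosome 19, 5447547 to 5455946) had 16.3 ± 3.22 and 13.6 ± 2.73 CPM, a log2 fold change of -0.26 ± 0.19 (adjusted p = 0.775). Fos (chromosome 12, 85473890 to 85477273) had 14.1 ± 2.64 and 8.58 ± 1.82 CPM, a log2 fold change of -0.73 ± 0.20, with an unadjusted p of 0.00938 and an adjusted p of 0.441. All 3 DKO libraries lay below all 3 WT libraries for Fos and above them for Fosl2 (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 libraries allow). Jun (chromosome 4, 95049034 to 95052222) had 45.6 ± 8.67 and 45.0 ± 5.19 CPM (log2 fold change -0.03 ± 0.15, adjusted p = 0.979), and Junb (chromosome 8, 84974484 to 84978718) had 32.8 ± 6.72 and 32.0 ± 6.88 CPM (log2 fold change -0.05 ± 0.20, adjusted p = 0.97). The sign of the last 2 rested on single libraries, with log2 fold changes of 0.13 for Jun and 0.14 for Junb without WT replicate 1, and of 0.06 and 0.12 without DKO replicate 2. Over all alternative fits the smallest adjusted p-value of the 5 genes was 0.115, that of Fos.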

Transcription analysis revealed equal expression levels of all these regulatory factors in WT and DKO cells (Fig. 5c), raising the possibility that HMGNs affect the ATAC sensitivity of these sites by affecting the binding of these regulatory factors to chromatin.

**Fig. 5:**
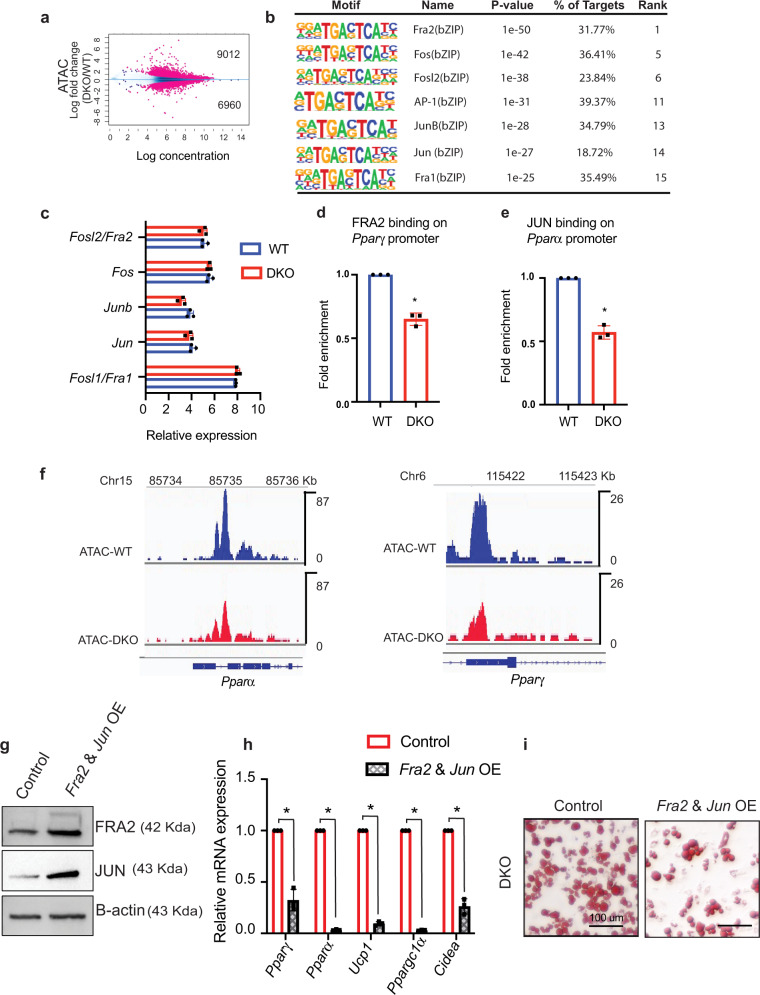
HMGN affects chromatin accessibility and transcription factor chromatin binding in adipocytes. **a** MA plot showing differences in ATAC peaks between WT and DKO preadipocytes. A list of all the significantly altered ATAC regions is shown in Supplementary Data 4. **b** Loss of ATAC sensitivity at AP-1 transcription factor binding motifs. **c** Similar levels of AP-1 transcription factor transcripts in WT and DKO preadipocytes. Data are from three biological replicates. **d** ChIP quantitative RT-PCR analysis showing decreased binding of FRA2 to *Pparγ* promoter in DKO preadipocytes. Data are the mean ± SD; *n* = 3 for each group. *p = 0.0064. **e** ChIP quantitative RT-PCR analysis showing decreased binding of JUN binding at *Pparα* promoter in DKO preadipocytes. Data are the mean ± SD; *n* = 3 for each group. *p = 0.0049. Data are from three biological replicates. **f** IGV plots showing decreased ATAC sensitivity at *Ppar* genes of WT and DKO preadipocytes. **g** Western blot showing elevated levels of FRA2 and JUN protein levels in DKO cells transfected with Fra2 and Jun mammalian expression vectors. **h** Quantitative RT-PCR analysis of *Pparγ* and *Pparα* and brown adipocyte-specific genes *Ucp1*, *Ppargc1a*, and *Cidea* in vitro differentiated DKO adipocytes transfected with either control or with Fra2 and Jun mammalian expression vectors. **i** Upregulation of FRA2 and JUN in adipocytes inhibits browning. Shown are Oil Red-O staining of day 9 in vitro differentiated DKO adipocytes transfected with either control or with Fra2 and Jun mammalian expression vectors. Note decreased Oil Red-O staining in the cells overexpressing FRA2 and JUN. Data are the mean ± SD; *n* = 3 for each group. A two-tailed *t*-test was used in (**d**, **e**, and **h**); *p < 0.05.

We focused on FRA2 and JUN since they are known to inhibit white adipocyte browning by suppressing the expression of *Pparγ* and *Pparα*; two factors known to promote adipocyte browning^24–26^. Chromatin immunoprecipitation analysis revealed decreased binding of FRA2 and JUN at *Pparγ* and *Pparα* promoter regions, respectively (Fig. 5d, e) and ATAC analysis showed decreased chromatin accessibility of *Pparγ* and *Pparα* genes in DKO cells (Fig. 5f). 

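In the RNA-seq of preadipocytes, Pparg (chromosome 6, 115360951 to 115490399) had 3.29 ± 0.83 CPM (SD, n = 3) in WT and 5.22 ± 1.91 in DKO cells at day 0, a log2 fold change of 0.66 ± 0.33 (standard error, adjusted p = 0.673 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At day 3 it had 17.4 ± 5.61 and 34.6 ± 4.15 CPM (log2 fold change 0.99 ± 0.25, adjusted p = 0.185), and DESeq2 gave an adjusted p of 0.00807 and 1 fit over all days 0.0162. At day 6 it had 132.5 ± 10.7 and 182.4 ± 28.7 CPM (log2 fold change 0.45 ± 0.11, adjusted p = 0.0244), and this p rose to 0.118 in the fit over all days, 0.0786 without WT replicate 1, 0.1 without WT replicate 3 and 0.0627 without DKO replicate 3. At day 9 it had 146.1 ± 1.09 and 210.4 ± 21.4 CPM (log2 fold change 0.49 ± 0.08, adjusted p = 0.0424), and the p was 0.051 with limma-voom, 0.136 in the fit over all days and between 0.0552 and 0.202 in 5 of the 6 refits without 1 library, the exception being the refit without DKO replicate 2. Ppara (chromosome 15, 85734983 to 85802819) had 0.79 ± 0.12 CPM in WT and 1.08 ± 0.30 in DKO cells at day 0 (log2 fold change 0.43 ± 0.33, adjusted p = 0.784) and 1.16 ± 0.27 and 3.1 ± 1.48 at day 3 (1.41 ± 0.44, adjusted p = 0.261). It had 28.9 ± 5.23 and 80.1 ± 23.7 CPM at day 6 (1.47 ± 0.24, adjusted p = 0.0111). At day 9 the levels were 25.2 ± 2.63 and 50.7 ± 20.4 CPM (0.97 ± 0.28, adjusted p = 0.0911), with an adjusted p of 0.0067 for DESeq2, 0.0438 in the fit over all days and 0.0182 without DKO replicate 2. Both genes were higher in DKO cells in every leave-one-out refit of the 4 days.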

Consistent with previous findings that FRA2 and JUN are negative regulators of *Pparγ* and *Pparα* gene expression^24,25^, the decreased binding of Fra2 and Jun to *Pparγ* and *Pparα* promoters in DKO preadipocytes resulted in elevated expression of *Pparγ* and *Pparα* during white adipocyte browning as seen by RNA seq (Fig. S6a) and qRT-PCR (Fig. S6b).

To further verify that the enhanced adipocyte differentiation and browning seen in DKO adipocytes is linked to FRA2 and JUN, we transfected DKO preadipocytes with vectors expressing FRA2 and JUN or with control vectors (Fig. 5g). We find that upregulation of FRA2 and JUN lead to decreased expression of PPAR*γ* and PPAR*α*, downregulation of thermogenic genes such as *Ucp1*, *Ppargc1a* and *Cidea* (Fig. 5h) and decreased oil red staining (Fig. 5i). These findings agree with our IPA analysis of RNA seq data (Fig. 3i) which also indicated upregulation of PPARα activation and WAT browning pathways in DKO cells. Given the previous findings that elevated expression of *Pparγ* and *Pparα* and their target genes, such as *Pgc1a* and *Ucp1*, facilitate white adipocyte browning^26–28^, these results indicate that HMGN proteins modulate the rate of adipocyte browning by epigenetically regulating the expression of *Pparγ* and *Pparα*. Taken together, the results provide further support for the notion that HMGN-mediated reduction of FRA2 and JUN chromatin binding leads to elevated PPAR*γ* and PPAR*α* expression, upregulated thermogenic gene expression, and enhanced adipocyte browning.

### HMGN proteins modulate epigenetic landscape during white adipocyte browning

Transcriptional changes during white adipocyte browning are associated with changes in the epigenetic landscape, especially histone acetylation of H3K27 at cell-type-specific enhancers^29–31^. Given that the HMGN proteins colocalize with H3K27ac and modulate the levels of H3K27ac at cell-type-specific enhancers and stabilize cell identity^8,32,33^, we tested whether HMGNs alter H3K27ac levels during white preadipocyte differentiation into brown-like adipocytes. ChIP analyses of cultured white preadipocytes showed numerous differences in acetylation levels between WT and DKO preadipocytes at day 0 and 6 of preadipocyte differentiation (Fig. S7a) and MA plots showed numerous statistically significant global changes in H3K27ac levels between WT and DKO during the entire course of differentiation (Fig. 6a and Supplementary Data 6).

**Fig. 6:**
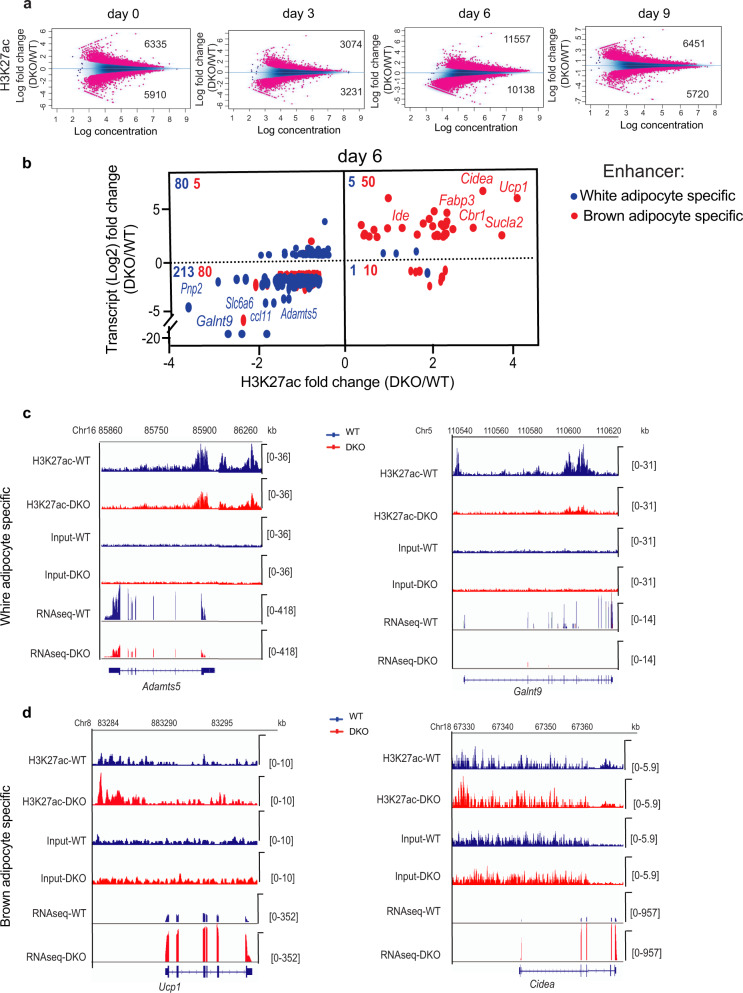
HMGNs affect H3K27ac levels and adipocyte type-specific gene expression during the browning of white preadipocytes. **a** MA plot showing differences in H3K27 acetylation between WT and DKO preadipocytes induced browning at 0-day, 3rd day, 6th day, and 9th day. A list of all the significantly altered H3K27ac regions is shown in supplementary data 6. Data are from three biological replicates. **b** Correlation plot of H3K27ac with transcript levels at white and brown specific enhancers. The red and blue numbers in the upper left of each quadrant indicate the number of white and brown adipocyte-specific genes. **c**, **d** IGV screenshots showing H3K27ac and transcript levels at white (**c**) and brown-specific enhancers (**d**) at day 6 of preadipocyte browning.

We then focused on known white and brown adipocyte enhancers and their associated genes^34^ and examined their H3K27ac and transcription levels during the induced browning of white preadipocytes from WT and DKO mice. We found that 213 white, but only 80 brown adipocyte-specific genes were preferentially downregulated and also showed decreased H3K27ac levels in DKO cells (Fig. 6b). Conversely, 50 brown adipocyte-specific enhancers but only 5 white-specific enhancers showed preferential upregulation of both transcript and H3K27ac levels in DKO cells (Fig. 6b). 

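The transcript levels of this comparison were read from the day 6 libraries of preadipocytes, and H3K27ac was not analysed here. The day 6 white list of Supplementary Data 7 holds 201 genes, of which 200 were tested. Their median log2 fold change was -0.37, with 137 lower and 63 higher in DKO cells, and 47 of them were called lower and 11 called higher at an adjusted p-value under 0.05 and a fold change of at least 1.5. The brown list holds 106 genes, of which 105 were tested, with a median of -0.27, 59 lower and 46 higher, and 20 called lower. The share of genes lower in DKO cells was thus 68.5% on the white list and 56.2% on the brown list. Under library size alone the medians were -0.47 and -0.36. Without WT replicate 3, 19 white and 7 brown genes were called lower, and without DKO replicate 3, 28 and 12. The study chose both lists on these same libraries, so the values describe the lists and are no independent test. They hold for day 6 only. By the study's own values, 210 of 297 white entries of day 6 had transcript and H3K27ac both lower, and 3 both higher. On its day 9 white list, 18 of 380 entries were both lower and 226 both higher. On the day 9 brown list these were 3 and 193 of 255. The direction of the day 9 values was not checked against the counts.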

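Among the tested genes of the brown list, 29 were called higher in DKO cells at day 6, or 27 when libraries were scaled by their size alone, a scaling under which 28 were called lower. With DESeq2, 30 brown genes were called higher and 24 lower, and 12 white genes higher and 53 lower. The share of genes higher in DKO cells was 43.8% on the brown list and 31.5% on the white list, before any threshold.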

Among the genes that were most downregulated and showed the highest loss of H3K27ac in DKO cells were white adipocyte-specific genes such as *Adamts5 Galnt9, Slc6a6*, and *Pnp2* (Fig. 6b, c) and among the most upregulated genes were brown-specific genes such as *Ucp1*, *Cidea*, and *Ide* (Fig. 6b, d). 

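At day 6, Adamts5 (chromosome 16, 85856173 to 85901828) had 191.6 ± 36.8 CPM (SD, n = 3) in WT and 87.2 ± 15.2 in DKO preadipocytes, a log2 fold change of -1.15 ± 0.18 (standard error, adjusted p = 0.00722 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Galnt9 (chromosome 5, 110544355 to 110621380) had 2.90 ± 1.35 and 0.10 ± 0.10 CPM, with at most 4 counts in a DKO library (log2 fold change -4.86 ± 0.57, adjusted p = 0.00334). Slc6a6 (chromosome 6, 91684053 to 91759066) had 154.4 ± 12.3 and 103.8 ± 20.9 CPM (log2 fold change -0.58 ± 0.15, adjusted p = 0.0342), and its p rose to 0.058 without WT replicate 1, 0.0762 without WT replicate 2, 0.121 without WT replicate 3 and 0.114 without DKO replicate 3. Pnp2 (chromosome 14, 50955992 to 50964749) had 4.49 ± 0.79 and 0.79 ± 0.67 CPM (log2 fold change -2.57 ± 0.57, adjusted p = 0.0227). The p of Pnp2 rose to 0.0751 without the filter on low counts, 0.0626 without WT replicate 1, 0.0864 without WT replicate 3 and 0.0539 without DKO replicate 1. Pnp2 lies within the annotated span of its paralog Pnp on the same strand (50931082 to 50965237), so its reads are uncertain. Ide (chromosome 19, 37268743 to 37337852), which encodes an insulin-degrading enzyme, had 92.1 ± 0.57 CPM in WT and 227.2 ± 35.9 in DKO cells (log2 fold change 1.3 ± 0.12, adjusted p = 0.00116). Galnt9 and Ide differed in the same direction before differentiation, with log2 fold changes of -4.13 (adjusted p = 0.304) and 0.75 (adjusted p = 0.322) at day 0. DESeq2 gave adjusted p-values of 4.68e-05 and 0.00504 there and 1 fit over all days 0.00146 and 0.0474, and over all alternatives they reached 0.675 and 0.791. They also differed in MEFs after 12 days, by -3.72 (adjusted p = 5.63e-07) and 0.63 (adjusted p = 1.07e-08), and both belong to the 40 genes with an unadjusted p-value under 0.05 and 1 direction in all 8 comparisons of both cell types. Galnt9 lies on chromosome 5 between 110 and 120 Mb, where 6 of the 40 lie. Pnp2, not among the 40, lies on chromosome 14 between 50 and 60 Mb, where 5 lie. Ide is the only 1 of the 40 on chromosome 19 between 30 and 40 Mb. Genome of another strain in the DKO line, a candidate explanation for the 40, was not excluded for these genes. Pnp2 had a log2 fold change of -2.58 at day 0 (adjusted p = 0.554, and 0.000349 without DKO replicate 1), and Adamts5 one of 0.52 (adjusted p = 0.314, and 0.0109 with DESeq2). From the changes in H3K27ac and in gene expression, the paper proposes that cells without HMGNs lose their white adipocyte identity faster.

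**Figure D2:**
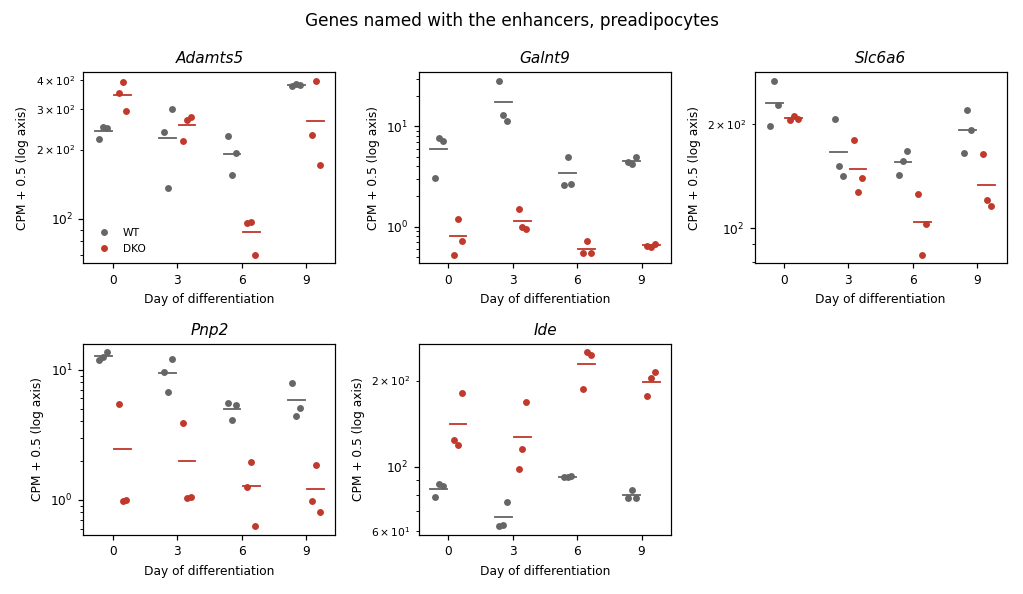
CPM plus 0.5 on a log axis against the day of differentiation for Adamts5, Galnt9, Slc6a6, Pnp2 and Ide in 3 WT (grey) and 3 DKO (red) libraries of preadipocytes, with points for libraries and lines through the means. The points of Galnt9, Pnp2 and Ide are separated by genotype at day 0 already, with Ide higher in DKO cells, and those of Adamts5 are higher in DKO cells at day 0 and lower at day 6.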

Consistent with the increased expression observed, *Pparα* promoter possessed elevated H3K27 acetylation in Day 6 DKO cells, while *Pparγ* promoter has equal levels of acetylation in both the genotypes studied (Fig. S7b). The list of transcripts and their associated white and brown specific enhancers that are significantly altered for all the time points analyzed are shown in Supplementary Data 7.

In summary, the data revealed a genotype-specific correlation between gene expression and H3K27ac levels during adipocyte browning. DKO cells show elevated H3K27ac levels and gene expression of brown adipocyte-specific genes but decreased H3K27ac and transcription levels of white adipocyte genes. The changes in H3K27ac levels, together with the changes in gene expression suggest that loss of HMGN accelerated the loss of white adipocyte cell identity during browning.

### Loss of HMGN enhances the differentiation rate of mouse embryonic fibroblasts (MEF) into brown-like adipocytes

As an additional test that HMGN proteins can modulate adipocyte browning, we differentiated mouse embryonic fibroblasts (MEFs) from WT and DKO mice into adipocytes using a cocktail known to facilitate differentiation into brown-like adipocytes^14,35,36^ (Fig. S8a). Oil Red O staining of the differentiating cells indicates that DKO MEFs differentiated into adipocytes faster than WT MEFs (Fig. S8b, c). Similar to the preadipocyte differentiation experiments, we confirmed that the effects are indeed due to loss of HMGNs, since si-RNA mediated downregulation of HMGN in WT MEFs (Fig. S8d) enhanced adipogenesis (Fig. S8e, h) while the rescue of HMGN expression in DKO MEFs with vectors expressing HMGN1 and HMGN2 (Fig. S8f) inhibited adipogenesis (Fig. S8g, i). RNA-seq analyses of the MEFs collected at several time points during differentiation showed differences in gene expression between WT and DKO cells (Fig. S8j, k and Supplementary Data 8). 

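RNA from mouse embryonic fibroblasts (MEFs), primary cells of E13.5 embryos, was sequenced at days 0, 4, 8 and 12 of differentiation into brown-like adipocytes, with 3 WT and 3 DKO libraries at each day and 24 in all. The authors made the expected counts of these libraries with the same tools as for the preadipocytes, and they were rounded, normalized and tested in the same way, within this cell type. A WT library held 24072644 to 28174904 counts at day 0 (median 25750006), 23671948 to 33026044 at day 4 (median 23778283), 18962481 to 22776641 at day 8 (median 21564196) and 22247073 to 29845097 at day 12 (median 24683765). A DKO library held 23200530 to 33083194 (median 28393137), 20871043 to 24024999 (median 23092081), 21973437 to 27043819 (median 25590098) and 21261909 to 27061278 counts (median 22412770) at these days. Between 5.49% and 7.07% of the values of a library were not whole, and the 10 genes with the most counts took between 6.71% and 10.1%. Pairs of replicates had a chi-square per degree of freedom between 2.21 and 183, above that of a library sequenced again. Separate libraries of one culture would exceed it too and are not excluded. Values under 4 were found for WT replicates 1 and 3 at day 0 (3.48) and day 8 (2.21), for all 3 pairs of WT libraries at day 12 (2.22 to 3.74) and for DKO replicates 1 and 3 at day 12 (3.09), against 17.9 in a simulated pair with a biological coefficient of variation of 0.1. Hmgn2, which is targeted in these cells, had at most 0, 1, 3 and 0 counts in a DKO library at days 0, 4, 8 and 12 and between 46.98 and 191.6 CPM in the mean of the WT libraries (adjusted p = 0.00107, 5.95e-06, 0.000639 and 4.66e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hmgn1 kept counts in DKO cells, with log2 fold changes of -0.62 at day 0 (adjusted p = 0.434), -1.14 at day 4 (adjusted p = 0.039), -0.78 at day 8 (adjusted p = 0.177) and -0.29 at day 12 (adjusted p = 0.000459). The p of day 4 was 0.0507 with library size alone, 0.0593 with limma-voom and between 0.0724 and 0.294 in 5 refits without 1 library, the exception being the refit without WT replicate 1. With 1 fit over all days the adjusted p of Hmgn1 was 0.0248 at day 0, 0.00631 at day 8 and 0.3 at day 12, and DESeq2 gave 2.72e-05 at day 8.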

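Called different between DKO and WT MEFs were 16 of 15671 tested genes at day 0 (6 higher and 10 lower in DKO cells), 14 of 15475 at day 4 (3 higher and 11 lower), 9 of 15117 at day 8 (2 higher and 7 lower) and 1222 of 15319 at day 12 (601 higher and 621 lower). At an unadjusted p-value under 0.05 the numbers were 1454, 915, 1295 and 6480. The libraries of both genotypes did not overlap for 18.5%, 11.6%, 15.6% and 46.8% of the tested genes, where chance gives 10%. With 1 fit over all days, which shares the estimate of the spread, 209 genes were called at day 12, 200 of them among the 1222. The refits without 1 library called 1034 to 1271 genes at day 12. At day 0 they called 529 without DKO replicate 1, 7 without DKO replicate 3 and 5 without any 1 of the WT libraries. At day 4 they called 5 to 19 genes, the fewest without WT replicate 3, and at day 8 5 to 6. Without the TMM factors the day 12 calls were 479 higher and 765 lower. DESeq2 called 39 genes higher and 52 lower at day 4 and 51 higher and 46 lower at day 8, and limma-voom 6 higher and 11 lower at day 4. The test of whether the DKO effect differs between days 8 and 12 called 0 of 15994 genes, with 1215 at an unadjusted p-value under 0.05. Without overlap between the genotypes, the called genes with the smallest p-values at day 12 included Ighm (chromosome 12, 113418558 to 113422730, log2 fold change 1.58, adjusted p = 4.51e-11) and Cd5l (chromosome 3, 87357881 to 87371073, log2 fold change -1.69, adjusted p = 1.84e-11), whose adjusted p-values were 0.246 and 0.106 in the fit over all days.

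**Figure D3:**
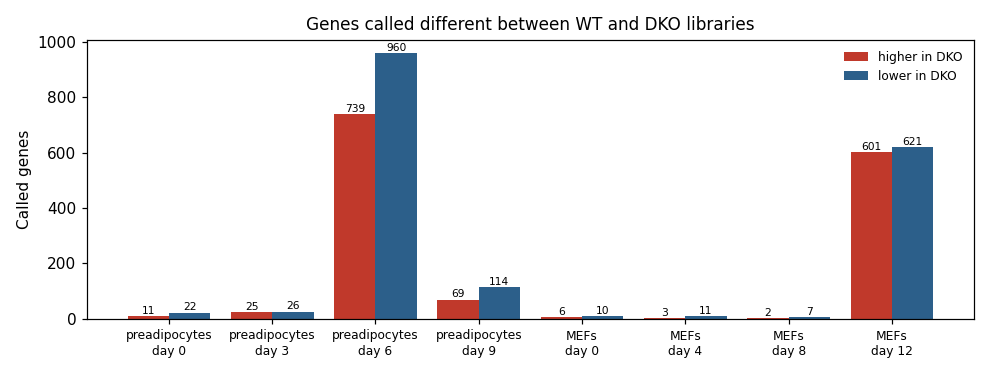
Number of genes called higher (red bars) or lower (blue bars) in DKO than in WT libraries in the 8 comparisons of preadipocytes and MEFs, each of 3 against 3 libraries. Day 6 of the preadipocytes and day 12 of the MEFs have the tallest bars.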

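At day 12, Pparg had 66.5 ± 2.41 CPM (SD, n = 3) in WT and 99.0 ± 9.56 in DKO MEFs, a log2 fold change of 0.58 ± 0.06 (standard error, adjusted p = 8.66e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Ppara had 12.2 ± 1.50 and 26.8 ± 7.02 CPM (1.13 ± 0.20, adjusted p = 0.00603). Cidea was low, with 1.45 ± 0.23 and 3.26 ± 0.07 CPM (1.17 ± 0.22, adjusted p = 0.000565), and Ucp1 lower still, with 0.92 ± 0.15 and 1.85 ± 0.31 CPM (1.01 ± 0.29, adjusted p = 0.0119, and 0.0637 without DKO replicate 1). Elovl3 rose from 120.3 ± 3.62 to 287.8 ± 4.89 CPM (1.27 ± 0.04, adjusted p = 8.03e-12), Ppargc1b (chromosome 18, 61298136 to 61400431) from 10.1 ± 1.11 to 18.4 ± 2.98 CPM (0.86 ± 0.12, adjusted p = 6.3e-05), and Adrb3 (chromosome 8, 27225776 to 27250616), a receptor for catecholamines, from 51.1 ± 2.69 to 87.4 ± 13.5 CPM (0.78 ± 0.11, adjusted p = 0.00162). For each of these 7 genes all 3 DKO libraries lay above all 3 WT libraries (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 libraries allow). With 1 fit over all days none of the 7 passed, with adjusted p-values between 0.236 and 0.57. At days 0, 4 and 8 none of them had an adjusted p-value under 0.05, where Cidea and Ucp1, and Elovl3 at day 0, were too low to be tested.

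**Figure D4:**
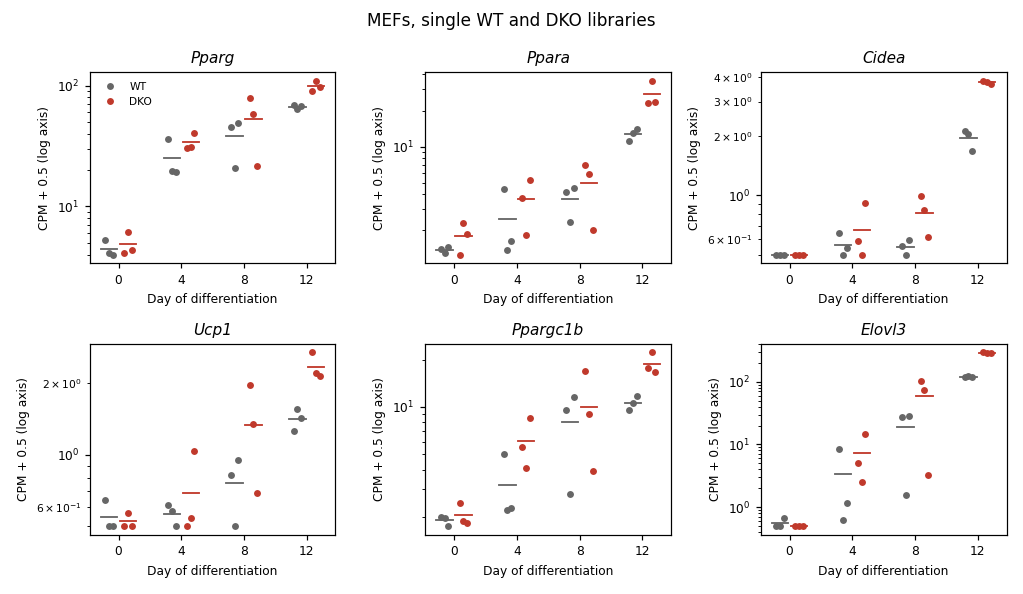
CPM plus 0.5 on a log axis against the day of differentiation for Pparg, Ppara, Cidea, Ucp1, Ppargc1b and Elovl3 in 3 WT (grey) and 3 DKO (red) libraries of MEFs, with points for libraries and lines through the means. The points of both genotypes separate at day 12 in all 6 plots and overlap at days 4 and 8, except those of Cidea at day 8.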

Genes such as *Pparγ*, *Pparα*, and *Cidea* and brown adipocyte-specific genes (*Ucp1*, *Ppargc1b*, *Elovl3, Adrb3*) were upregulated in DKO cells compared to WT cells, confirming that DKO MEF cells differentiated into brown-like adipocytes faster than WT MEFs. IPA analysis of the genes differentially expressed between WT and DKO adipocytes 12 days after onset of differentiation revealed that signaling pathways related to adipogenesis, such as WAT browning, adipogenesis, PPARα activation, oxidative phosphorylation, and mitochondrial dysfunction pathways were elevated in DKO adipocytes (Fig. S8l). 

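The lists of genes tested in the preadipocytes were tested in MEFs at day 12 as well, except the sex-linked genes, of which fewer than 3 passed the filter. The 77 nuclear-encoded genes of oxidative phosphorylation were all higher in DKO cells, with a median log2 fold change of 0.41 (adjusted p = 1.82e-35 from camera with Benjamini-Hochberg adjustment over 12 lists), as were all 13 mitochondrially encoded genes (median 0.43, adjusted p = 1.85e-07). The general adipocyte markers, which include Pparg, had a median of 0.68 with 25 of 25 genes higher (adjusted p = 2.81e-22), and the brown adipocyte markers, which include Ppara, a median of 0.38 with 17 higher and 8 lower (adjusted p = 0.000389). The genes of fatty acid beta-oxidation (median 0.52, adjusted p = 2.28e-20) and of the TCA cycle (median 0.44, adjusted p = 7.49e-20) were higher, and the collagens (median -0.30, adjusted p = 1.14e-06) and the cell cycle genes (median -0.48, adjusted p = 2.03e-07) lower. All of these kept an adjusted p-value under 0.05 with fry, and none did with a correlation estimated from the libraries (smallest adjusted p = 0.0969, with 5 lists at an unadjusted p-value under 0.05). Camera and fry both rest on the spread between libraries, which was small in WT cells (biological coefficient of variation 0.034). If libraries of day 12 came from one culture, these p-values do not measure the spread between cultures. The median over all tested genes was near 0, at -0.001. The paper concludes that DKO MEFs become brown-like adipocytes faster than WT MEFs. For this it draws on Oil Red O staining, on knockdown and rescue of HMGNs, and on the higher levels of adipogenic and brown adipocyte genes.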

The enhanced differentiation of DKO MEFs into brown-like adipocytes supports the role of HMGN proteins in modulating the rate of white adipocyte browning.

## Discussion

The plasticity of adipose tissue is known to play a role in maintaining energy homeostasis and affect metabolic processes. Thus, white adipose tissue browning facilitates energy expenditure, raising the possibility that it may reduce obesity and improve metabolic health^37,38^. However, excessive WAT browning is also associated with adverse outcomes such as cachexia and atherosclerosis^39^. Understanding the mechanisms that affect the plasticity of adipocyte cell lineage identity may contribute to elucidating the molecular mechanism involved in regulating metabolic processes that facilitate the proper maintenance of energy homeostasis.

Changes in adipose tissue phenotypes, including iWAT browning, are driven by factors that facilitate changes in gene expression and lead to an altered cell identity^6,40,41^. It is well documented that the maintenance of cell identity is critically dependent on the dynamic nature of the epigenetic landscape encoded in chromatin^42,43^. The chromatin epigenetic landscape needs to be sufficiently stable to prevent deleterious changes in gene expression yet sufficiently plastic to allow a proper response to the metabolic events that lead to physiological advantageous changes in cell identity. The chromatin landscape is established and maintained by nuclear components known to regulate chromatin dynamics and gene expressions such as factors that affect the level of histone or DNA modifications, nucleosome organization, chromatin topology, and compaction. Here we showed that the nucleosome-binding proteins HMGN1 and HMGN2, which are known to modulate chromatin compaction^44^ and gene expression^45^ affect energy expenditure and WAT browning in mice and in cultured cells.

Several experimental observations support the link between HMGN proteins and WAT browning. First, experiments with mice fed either chow or a high-fat diet reveal that the DKO mice show reduced body weight and increased iWAT browning, and chow-fed DKO mice showed increased energy expenditure. Second, in vitro differentiation of DKO white preadipocytes shows an enhanced rate of browning and an elevated rate of brown adipocyte-specific gene expression. Our in vitro experiments with siRNA-mediated knockdown of *Hmgn* in WT cells and overexpression of *Hmgn* in DKO cells strongly supported the in vivo effects seen by the loss of HMGN proteins. Third, H3K27ac ChIP seq and RNA-seq correlation analysis reveal elevated H3K27ac levels at brown adipose-specific enhancers but decreased H3K27ac levels at white adipose-specific enhancers in DKO cells. Fourth, the differentiation of WT and DKO MEFs into adipocyte-like cells shows increased browning and increased brown adipose-specific gene expression in DKO MEFs. Although all experiments were done with male mice it is likely that similar mechanisms are operative in female mice.

HMGNs reduce chromatin compaction^44^ and bind dynamically to nucleosomes without DNA sequence specificity; however, they preferentially localize to enhancers and promoters, chromatin regulatory regions that are marked by high levels of H3K27ac. HMGNs modulate chromatin dynamics during cellular differentiation^9,46^ most likely because they affect the binding of regulatory factors to chromatin^10^, and regulate cell-type-specific gene expression^11,45^. We now find that in white preadipocytes, loss of HMGNs reduces the chromatin accessibility and chromatin binding of the known negative regulators FRA2 and JUN to the promoter regions of *Pparγ* and *Pparα*, two master transcription factors known to enhance white fat browning^27,28^. In agreement, loss of HMGNs enhances *Pparγ* and *Pparα* expression during white preadipocyte browning, elevates brown adipocyte gene expression, and enhances the rate of white preadipocyte browning. A model summarizing the postulated mechanism whereby HMGNs affect the rate of white adipose tissue browning and energy metabolism in mice is shown in Fig. 7.

**Fig. 7:**
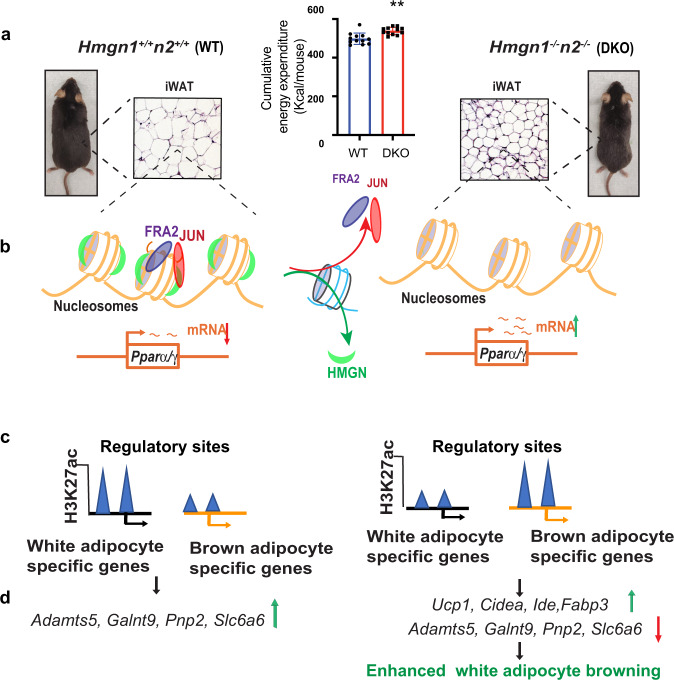
Model summarizing the effect of HMGNs on white adipocyte browning. **a** Mouse phenotype DKO mice are smaller, show decreased iWAT cell size, and elevated energy expenditure. Data are the mean ± SD; *n* = 3 for each group. *p < 0.05. **b** Altered binding of transcription regulators. Loss of HMGN decreases chromatin accessibility and the binding of FRA2 and JUN at *Ppar*a/g promoters and enhances *Ppar*a/g transcription. **c** Altered epigenetic landscape. DKO mice show decreased H3K27ac levels at enhancers of white adipocyte-specific genes but increased H3K27ac levels at enhancers of brown adipocyte-specific genes. **d** Altered transcription. Loss of HMGNs leads to changes in gene expression and to an enhanced rate of white adipocyte browning.

While other transcription factors might also contribute to increased browning in DKO white preadipocytes, we postulate that decreased binding of the two negative regulators FRA2 and JUN to *Pparγ* and *Pparα* gene promoters in DKO white preadipocytes leads to increased expression of *Pparγ* and *Pparα* and to enhanced rate of browning in DKO cells. Thus, HMGNs epigenetically stabilize white adipocyte cell identity and regulate the browning of white preadipocytes by modulating transcription factor binding and H3K27ac levels at adipocyte-specific enhancers. Our findings highlight an additional mechanism that affects white adipocyte browning and regulates energy metabolism in mice. Given the ubiquitous presence of HMGNs in all vertebrate cells it is likely that similar mechanisms are operative in other vertebrates.

## Methods

### Mice and ethics statement

*Hmgn1*^*−/−*^ and *Hmgn2*^*−/−*^ mice (DKO mice) were generated in our laboratory as described^47^. The WT and DKO mice and cells derived from these mice have been previously extensively characterized^8,10,47^. DNA sequence analyses show the absence of the genomic sequences deleted, RNA sequence analyses show the absence of transcripts of the deleted exons, and western analyses show that DKO cells do not express HMGN1 and HMGN2 proteins. All animal experiments complied with the protocols for animal use, treatment, and euthanasia approved by the National Cancer Institute Institutional Animal Care and Use Committees (animal protocols: LMC-030 and LM-096). *Hmgn1*^*−/−*^*Hmgn2*^*−/−*^ double knockout mice and control wild type mice were housed in an AAALAC-accredited facility for up to five per cage in individually ventilated caging on a 12:12 light:dark cycle with hardwood bedding chips (PJ Murphy, Montville, NJ) and nesting material (Nestlet, Ancare, Bellmore, NY). Autoclaved rodent chow (Teklad 7017/NIH-31, Envigo, Indianapolis, IL) and chlorinated city water (4–8 ppm) were available ad libitum. Room temperature and humidity were maintained at 72 ± 2 ^o^F (22.2 ± 1.1 °C) and 50% ± 20%, respectively. Health checks were performed twice daily assessing for attitude, activity level, and overall appearance of health. Cage changing occurred once every 2 weeks using tail-mediated transfer of individual animals. The IACUC-approved protocol upon which these animals were enrolled was monitored three times per week by investigator staff. Humane endpoints resulting in immediate euthanasia included hunched posture, rough hair coat, signs of dehydration (reduced skin turgor, sunken eyes), abnormal respiration (tachypnea, dyspnea, coughing), reduced or impaired mobility affecting the ability to obtain food or water, Pallor or cyanosis, hemorrhage or bleeding from any orifice, diarrhea, constipation or markedly reduced food intake; neurologic abnormalities (seizures, paralysis, circling, head tilt), impaired ability to urinate or defecate, visible jaundice, or loss of >15% normal body weight from pre-study baseline. CO_2_ euthanasia was performed according to the AVMA Guidelines for the Euthanasia of Animals (2020 Edition).

### Intermittent fasting and high-fat diet studies

8–10 weeks old mice were randomly grouped into the control or fasting group. The control group mice were allowed unrestricted access to food, while the fasting group had 24-h free access to food followed by 24 h of fasting. For the high-fat diet study, 8–10-week-old WT and DKO mice were fed with 60% high-fat diet (Bioserv, Cat# S3282) for 16 weeks. Body weights were measured every week, and food was replaced weekly.

### Cell culture

Mouse embryonic fibroblasts (MEFs) were prepared from E13.5 embryos and maintained in DMEM medium containing 10% FBS and 1% Pen Strep as described^47^. MEFs from WT and DKO within passage 3 were used for reprogramming. For adipocyte differentiation, MEFs were grown to confluence, and 2 days after confluence the cells were treated with differentiation medium (Insulin (0.5 μg/ml), dexamethasone (5 μM), IBMX (0.5 mM), T3 (1 nM), Rosiglitazone (1 μM)) for 8 days and then with maintenance medium (Insulin (0.5 μg/ml), T3 (1 nM)) for 4 days.

### Preadipocyte isolation and differentiation

The isolation procedure for primary white preadipocytes was adapted from Pydi et al.^48^. Subcutaneous inguinal fat (iWAT) from 8- to 12-week-old mice were minced and then digested at 37 °C for 1 h in phosphate-buffered saline (PBS) buffer containing collagenase 1 (3 mg/ml) (Sigma-Aldrich). The digested tissue suspension was filtered through a 100-μm cell strainer, followed by centrifugation at 1000 rpm for 5 min at room temperature. The cell pellet was resuspended in 5 mM EDTA (1 ml/mice) and sedimented at 1000 rpm for 5 min. in a Sorvall Legend RT + centrifuge. The cell pellets were resuspended in ACK lysis buffer (K.D. Medical, Columbia, MD), incubated for 5 min at RT, diluted 10X with PBS, and resedimented for 5 min. The cell pellets were resuspended in 10 ml DMEM media containing 10 FBS and 1% Pen strep and filtered through a 40-μm cell strainer and plated in 10 cm collagen-coated plates (Corning, NY). An equal number of cells were then counted and replated. Once the cells reached confluency, they were differentiated into brown-like adipocytes using differentiation media: (Insulin (0.5 μg/ml), dexamethasone (5 μM), IBMX (0.5 mM), T3 (1 nM), Rosiglitazone (1 μM)) for 4 days and maintained in maintenance medium (Insulin (0.5 μg/ml), T3 (1 nM)) for 4 days. For differentiating into mature white adipocytes, we treated preadipocytes with a white adipogenic media: (Insulin (0.5 μg/ml), dexamethasone (5 μM), IBMX (0.5 mM) for 4 days, and then in maintenance medium without T3: Insulin (0.5 μg/ml) for another 4 days.

### Plasmid DNA and siRNA

Plasmid DNA was transfected into cells using Lipofectamine 3000 reagent (Thermo Fisher Scientific, Cat# L3000015) according to the manufacturer’s protocol. SiRNAs were transfected using Lipofectamine RNA iMAX transfection reagent (Thermo Fisher Scientific, Cat# 13778150).

### RNA preparation and qRT-PCR assay

For total RNA isolation, cells or mouse tissues were collected in TRIzol reagent (Invitrogen, Cat# 15596026) and isolated as described in the manufacturer’s protocol. Then subjected to on-column DNaseI digestion and RNA purification using RNeasy Mini Kit (Qiagen). For RT-PCR, RNA was converted to cDNA using the SuperScript First-strand system (Thermo Fisher Scientific, Cat# 11904018). All qRT-PCR reactions were performed using the SYBR Green PCR master mix (Applied Biosystems, Cat# 4309155). Relative expression of genes was normalized to 18S rRNA. The relative fold change was calculated using the formula 2^−^^ΔΔCt^. A complete list of primer sequences is provided in Table S1.

### Western blot

Cells were lysed with CellLytic M buffer (Sigma, Cat# C2978) and freeze-thawed. Protein supernatant was collected by centrifuging the cell lysate at 10,000 rpm for 10 min at 4 °C and protein concentration was determined using nanodrop. 30–50 μg protein samples were resolved on 4–12% SDS–polyacrylamide gel (BioRad) and transferred onto PVDF membrane using iBlot Gel Transfer Stacks (Life Technologies). The following antibodies were used for Western blotting: anti-UCP1 (Abcam, Cat# ab10983) and anti-β-actin (Santacruz, Cat# sc-47778). Membranes were blocked with 5% skim milk and incubated overnight with primary antibodies followed by incubation with HRP-conjugated secondary antibodies. The blots were developed with Luminata Forte Western HRP substrate (Millipore). All the uncropped images of Western blot results related to Figs. 1q, 3c, e; 5g and Supplementary Fig. 8d and f are shown in Supplementary Fig. 9.

### Histology and immunofluorescence

Mouse tissues were fixed in a 10% formalin solution (Sigma-Aldrich, St. Louis, MO); paraffin sections were examined by staining with Hematoxylin and Eosin (H&E). For immunofluorescence, paraffin sections were deparaffinized by xylene solutions and rehydrated in serial ethanol solutions from high to low concentration. Antigen retrieval was done by heating sections in 10 mM citric acid buffer (pH 6.0) in a microwave oven for 10 min and followed by blocking buffer (5% normal goat serum in 1X PBS) treatment for one hour at room temperature. The primary antibody for UCP1 (Abcam, Cat# ab10983) was diluted into antibody dilution buffer (1% BSA in 1X PBS). Nuclear staining was done with DAPI (Thermo Fisher Scientific). All the immunofluorescence images were taken with a Keyence BZ-X710 microscope.

### RNA-seq

Total RNA was prepared as described in RNA preparation. Strand-specific libraries were generated using the TruSeq Stranded Total RNA Library Prep Kit (Illumina). cDNA libraries were paired-end sequenced (50 bp) on an Illumina HiSeq 3000. Reads were aligned to the mouse genome (NCBI37/mm10) with STAR. Downstream analysis was conducted with EdgeR R package.

### Single-cell RNA (scRNA) sequence analysis

Single-cell suspensions were prepared from WT and DKO cell cultures in biological duplicate at Day 0 and Day 6 of in vitro browning. Single-cell suspensions were washed twice with PBS with 0.04% BSA before resuspension and counting. The sample concentration and viability were assessed using the LunaFL fluorescent cell counter (Logos Biosystems) with acridine orange and propidium iodide staining. Individual single-cell suspension samples were diluted and loaded onto separate captures lanes of the Chromium Connect platform (10x Genomics) using 3’ v3.1 Single Cell RNA-Seq chemistry reagents (10x Genomics) with a target recovery of 6000 cells per capture lane. Each biological replicate condition was partitioned and barcoded on separate capture lanes. Cell partitioning, reverse transcription, cDNA amplification, and all steps of library preparation were performed according to the manufacturer’s specifications on the Chromium Connect instrument. Single-cell libraries were quantified, pooled, and sequenced on the NextSeq 2000 instrument (Illumina) to a target read depth of ~50,000 reads per cell on average. Sequencing data were demultiplexed and mapped to the mouse genome (mm10: refdata-gex-mm10-2020-A) using Cell Ranger (10X Genomics, version 6.0.0) to generate a single cell gene expression matrix. The filtered gene expression matrix from aggregated and read-depth normalized data generated by Cell Ranger was imported to Seurat v4 (https://satijalab.org/seurat/^49^). After importing and filtering cells that expressed fewer than 500 genes and more than 10% mitochondrial gene expression, the dataset was log normalized by a scale factor of 10,000 and scaled by regressing out the variation associated with mitochondrial reads, followed by principal component analysis using the variable features. The clustering step was performed, taking in the first 10 PCs, with both the low resolution of 0.1 and high resolution of 0.6, generating 7 and 14 clusters, respectively. The steps of scaling to clustering were repeated after removing unwanted cells (immune cells, glial, and endothelial cells) and 4 clusters were generated with a low resolution of 0.05 while 12 clusters were produced with a high resolution of 0.6. Differential expression was calculated using every cluster against the remaining clusters using the FindAllMarkers function of the Seurat package using MAST method^50^ with min pct 0.1 and log fold change threshold 0.25.

Cell trajectory and pseudo-time analysis were performed using the Monocle R package (v2.22.^51^), using the top 100 gene loadings from the principal component deemed best to represent brown adipocyte differentiation to order the cells. We have chosen the root based on the adipocyte gene expression pattern. The preadipocyte genes have higher expression in the root and differentiated beige adipocyte markers show higher expression toward the left branch. Before creating the percentages of cells from each sample within each pseudo-time trajectory state, we calculated and applied a scaling factor to ensure no sample representation bias.

### ChIP seq

WT or DKO preadipocytes and adipocyte cells were crosslinked with 1% formaldehyde (v/v) for 10 min at room temperature on a rocking platform, followed by quenching with 125 mM glycine. Crosslinked cells were washed twice with ice-cold phosphate-buffered saline, and ~1 × 10^7^ cells were incubated in 1 ml chromatin prep buffer containing 1 μl proteinase inhibitor cocktail (PIC) and 1 μl of 100 mM PMSF (Active Motif) for 10 min on ice followed by centrifuging for 3 min at 1250×*g* at 4 °C. The pellets were resuspended in 250 μl ChIP buffer with 2.5 μl PIC and 2.5 μl 100 mM PMSF and sonicated for 30 cycles with Bioruptor (30 s on/30 s off). Aliquots of 25 μl of sonicated chromatin were used for input DNA preparation. 5 μg of specific antibodies were then added to the rest of the chromatin samples and incubated overnight at 4 °C with rotation. Following incubation, 30 μl of protein G agarose beads (Active Motif) was then added to each reaction and the mixtures were further incubated for 3 h at 4 °C. The beads were collected by centrifugation and washed five times with Wash Buffer AM1 (Active Motif). ChIP DNA was eluted in 100 μl Elution Buffer AM4 (Active buffer). Crosslinks were reversed at 65 °C overnight in the presence of 3 μl of 10% SDS and 5 μl of proteinase K (20 mg/ml). The DNA samples were eluted in 21 μl of elution buffer using a MiniElute kit (Qiagen). The ChIP-seq library was prepared following the manufacturer’s instructions (Illumina). Briefly, immunoprecipitated and input DNA was blunt-ended, ligated to adapters, amplified with PCR, and size selected. The ChIP templates were sequenced at 75 bp single read length with Illumina NextSeq 500 system by the NIH CCR-sequencing facility. Sequence reads were aligned to the mouse genome data (NCBI37/mm10). The antibodies used in chromatin immunoprecipitation include Rabbit polyclonal to H3K27ac (Abcam, ab4729).

### ATAC seq

ATAC-Seq libraries were prepared from 50,000 cells using the Nextera Tn5 Transposase and DNA library preparation kit (Illumina) as described previously^23^. Libraries were paired-end sequenced (50 bp) on a NextSeq 500. Reads were mapped to the mouse genome (NCBI37/mm10) using Bowtie2. Reads were removed from the subsequent analysis if they were duplicated, mapped to the mitochondrial genome, or aligned to unmapped contiguous sequences. Peak calling was performed using MACS2 using default parameters. The reads were converted to reads per thousand base pairs peak per million mapped reads (RPKM) by dividing by the total number of reads per sample.

### Indirect calorimetry

Total energy expenditure (TEE), oxygen consumption rate, food intake (floor feeder), and physical activity (infrared beam break as total activity, 0.5-inch spacing) were measured by indirect calorimetry (CLAMS using Oxymax software v5.52, Columbus Instruments, Columbus, OH) for 3 days at 22 °C. Mice were housed individually with ad libitum access to food and water in chambers without bedding or nesting material (2.5 L volume, flow rate 0.5 L/min, sampling flow 0.4 L/min, settle time 55 s, measure time 5 s, each chamber sampled every 13 min, giving 5 sampling cycles per 65 min interval). The food intake and physical activity were measured at 13-min intervals for several weeks. All 12 calorimetry chambers were housed in a single temperature-controlled environmental chamber^52,53^.

### Body composition analysis

Body composition (lean/fat mass) of WT and DKO mice was measured by time domain Echo MRI 3-in-1 (Echo Medical System, Houston, TX).

### Estimating energy expenditure by energy balance technique

Food intake and body composition were measured weekly over a period of 7 weeks in mice housed individually in their home cages and fed a chow diet (7022 NIH-07 diets, Envigo Inc., Indianapolis, IN). Energy expenditure was calculated from the metabolizable caloric intake, corrected for the change in caloric content of the mouse (from the change in body composition over the measurement interval)^53^.

### Statistics

Results are expressed as the mean ± SD unless otherwise mentioned. Two-tailed *t*-tests were performed to obtain *p*-values. Statistical significance was established at *p < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

The RNA-seq, ChIP-seq, ATAC-seq, and scRNAseq data reported in this paper are available with the accession numbers: GSE193338, GSE193333, GSE193332, and GSE193462. Source data are provided with this paper, and uncropped gel/blot images are included at the end of the Supplementary Information file as Supplementary Fig. S9. All other data generated or analyzed during this study are included in this published article (and its supplementary information files). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Epigenetic regulation of white adipose tissue plasticity and energy metabolism by nucleosome binding HMGN proteins
**Source:** Nat Commun. 2022 Nov 26;13:7303. doi: 10.1038/s41467-022-34964-5
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for

## Epigenetic Regulation of White Adipose Tissue Plasticity and Energy Metabolism By Nucleosome Binding HMGN Proteins

Ravikanth Nanduri<sup>1\*</sup>, Takashi Furusawa<sup>1</sup>, Alexei Lobanov<sup>2</sup>, Bing He<sup>1</sup>, Cen Xie<sup>3</sup>, Kimia Dadkhah<sup>3</sup>, Michael C. Kelly<sup>3</sup>, Oksana Gavrilova<sup>4</sup>, Frank J. Gonzalez<sup>5</sup> and Michael Bustin<sup>1\*</sup>

<sup>1</sup>Protein Section, Laboratory of Metabolism, Center for Cancer Research, National Cancer Institute, National Institutes of Health, Bethesda, MD, 20892, USA. <sup>2</sup>CCR Collaborative Bioinformatics Resource, Center for Cancer Research, National Cancer Institute, National Institutes of Health, Bethesda, MD, USA. <sup>3</sup>Nucleic Acid Section, Laboratory of Metabolism, Center for Cancer Research, National Cancer Institute, National Institutes of Health, Bethesda, MD, 20892, USA <sup>4</sup>CCR Single Analysis Facility, Cancer Research Technology Program, Frederick National Laboratory for Cancer Research, Bethesda, MD 20892, USA,

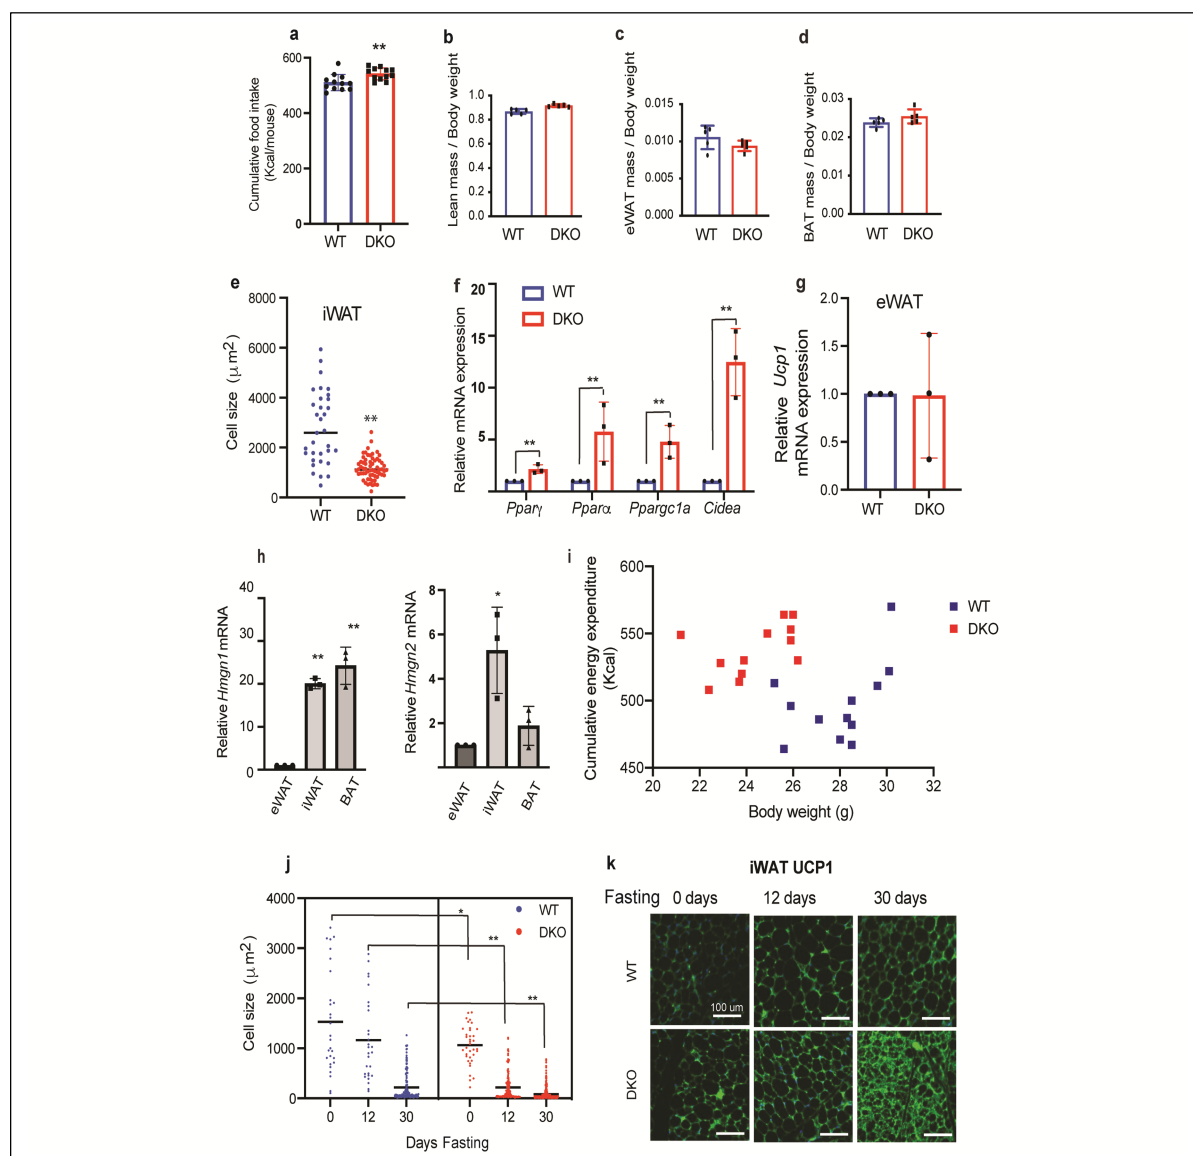

**Fig. S1. Enhanced white adipose tissue browning in HMGN DKO mice.**

**a)** Elevated cumulative food intake in DKO mice measured for 7 weeks. (n=12 for each group). **b)** Lean mass of 25 weeks old WT and DKO mice. Tissue mass was normalized to body weight (n = 5 for each group). **c)** eWAT mass of 25 weeks old WT and DKO mice. Tissue mass normalized to body weight (n = 5 for each group). **d)** BAT weight of 25 weeks old WT and DKO mice. Tissue mass normalized to body weight (n = 5 for each group). **e)** Decreased adipocytes size of DKO iWAT cells. Size H&E stained cell determined by BZ-X analyzer (Keyence). **f)** Quantitative RT-PCR analysis of transcript levels in iWAT of WT and DKO mice (n = 3 for each group). **g)** Quantitative RT-PCR analysis of *Ucp1* expression in eWAT from WT and DKO mice (n = 3 for each group). **h)** Quantitative RT-PCR analysis of *Hmgn1* and *Hmgn2* expression in iWAT, eWAT and BAT from WT and DKO mice (n = 3 for each group). **i)** Cumulative energy expenditure during 7 weeks (mice aging from 11-17 weeks) vs body weight measured in 17 weeks old WT and DKO mice. n=12 per group. **j)** Size of H&E stained WT and DKO iWAT adipocytes during fasting. **k)** Immunostaining of UCP1 in iWAT from fasting WT and DKO mice. Data are the mean  $\pm$  S.D. A two-tailed t-test was used in 1a, f, h, j; \*, p values < 0.05. For 1k, data are representative of two independent experiments with similar results.

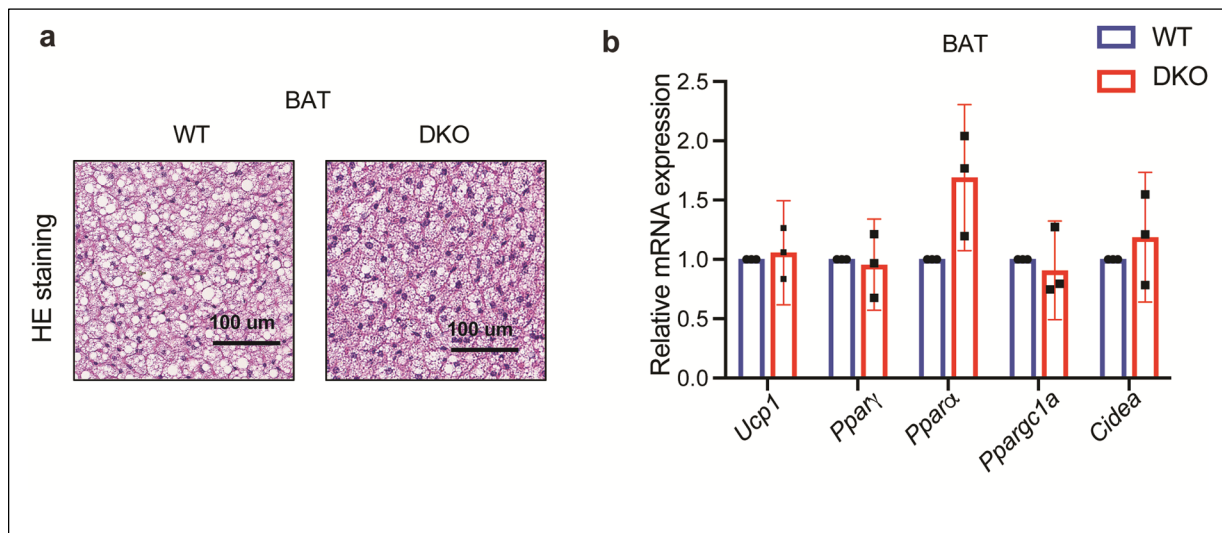

**Fig. S2. Loss of HMGN does not alter adipocyte browning in BAT.** **a)** H&E staining of BAT cells from WT and DKO mice. **b)** Quantitative RT-PCR analysis of genes associated with adipocyte browning in BAT from WT and DKO mice. Data are the mean  $\pm$  S.D; n=3 for each group.

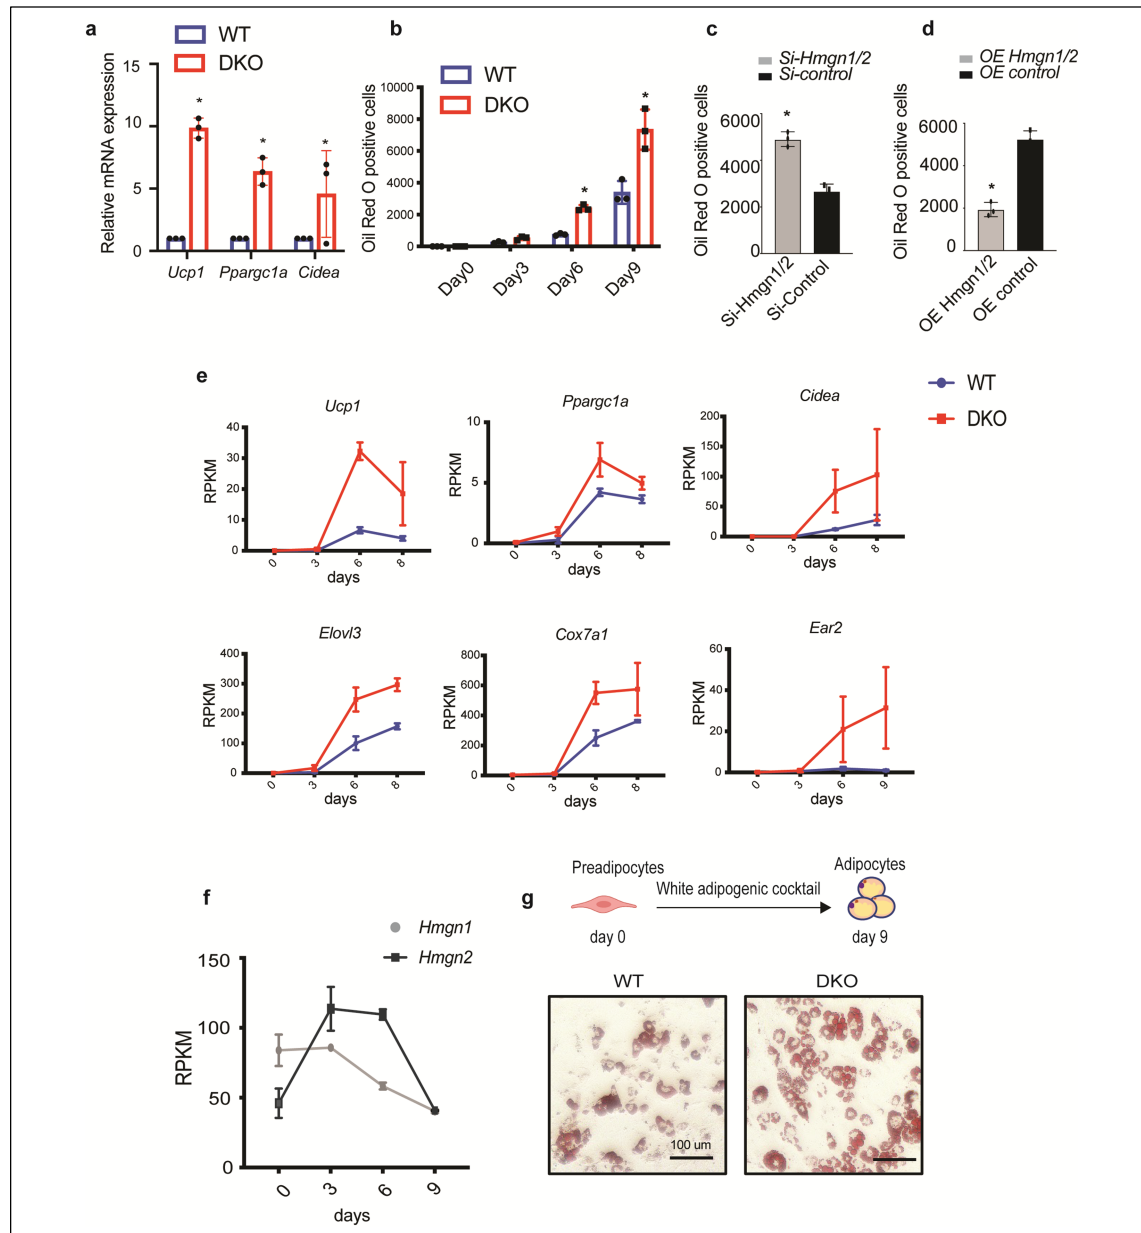

**Fig. S3. Enhanced differentiation efficiency of DKO white preadipocytes into brown-like adipocytes. a)** Quantitative RT-PCR analysis of brown adipocyte-specific genes *Ucp1*, *Pgc1a* and *Cidea* *in vitro* differentiated beige adipocytes from WT and DKO white preadipocytes. **b)** Quantification of Oil Red O positive cells in fig 3B, represented as bar histograms. **c)** Quantification of Oil Red O positive cells in fig 3D, represented as bar histograms. **d)** Quantification of Oil Red O positive cells of fig 3F, represented as bar histograms. **e)** Expression levels of representative brown adipocyte-specific genes such as *Ucp1*, *Pgc1a*, *Cidea*, *Elavl3*, *Cox7a1*, and *Ear2* during *in vitro* differentiation of WT and DKO white preadipocytes into beige adipocytes. **f)** HMGN transcript levels during preadipocyte browning. **g)** Oil Red-O staining of *in vitro* differentiated adipocytes from WT and DKO white preadipocytes using a white adipogenic cocktail. Data are the mean  $\pm$  S.D; n=3 for each group. A two-tailed t-test was used in 1a-d; \*, p < 0.05.

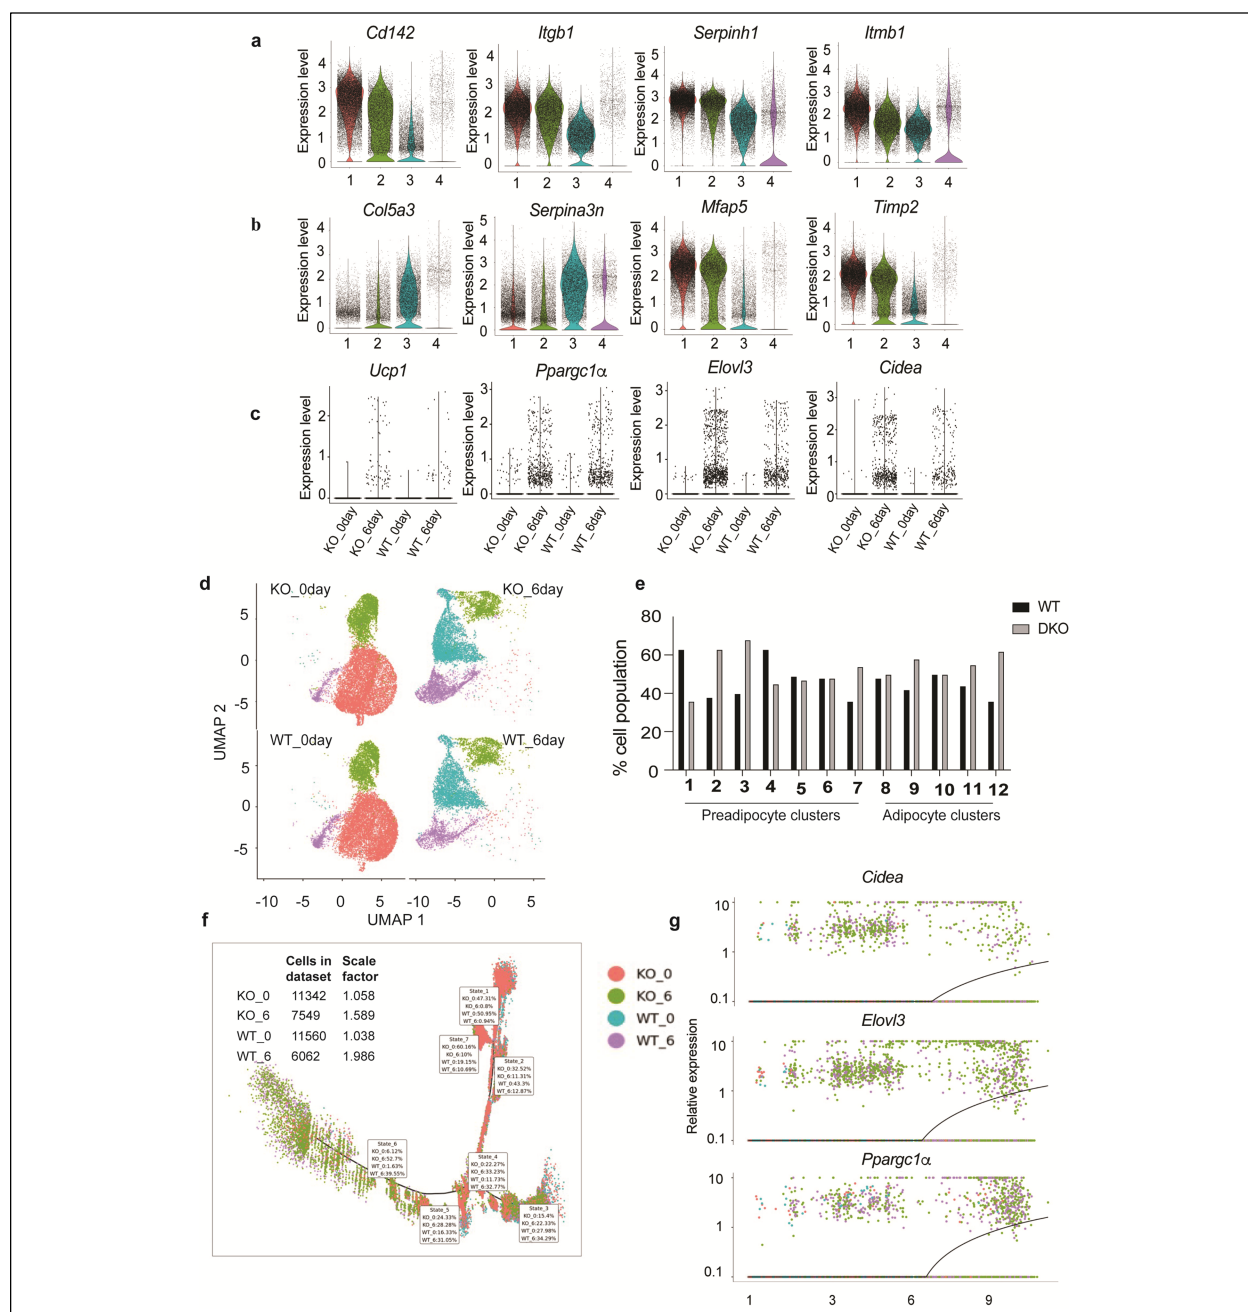

**Fig. S4. Aggregate Single-cell RNA seq analysis at day 0 and 6 during browning of white preadipocytes. a)** Expression of white preadipocyte marker genes in various clusters shown in Fig 4B. **b)** Expression of differentiating adipocyte marker genes in various clusters shown in Fig 4B. **c)** Expression of brown adipocyte marker genes in various clusters shown in Fig 4B split by genotype. **d)** UMAP plots split by genotype showing various clusters of aggregate scRNAseq analysis at day 0 and 6 during browning of white preadipocytes. Data from duplicate samples of either WT or DKO cells. **e)** Bar graph showing WT and DKO % cell populations in the clusters identified in panel D. n=2 per group. Shown are the average values of two biological replicates. **f)** Trajectory analysis of aggregated scRNA-seq data. Trajectory starts from top and goes down, forming two primary branches to the bottom left and bottom right in this plot. **g)** Expression of brown adipocyte marker genes later in the pseudo time of trajectory analysis.

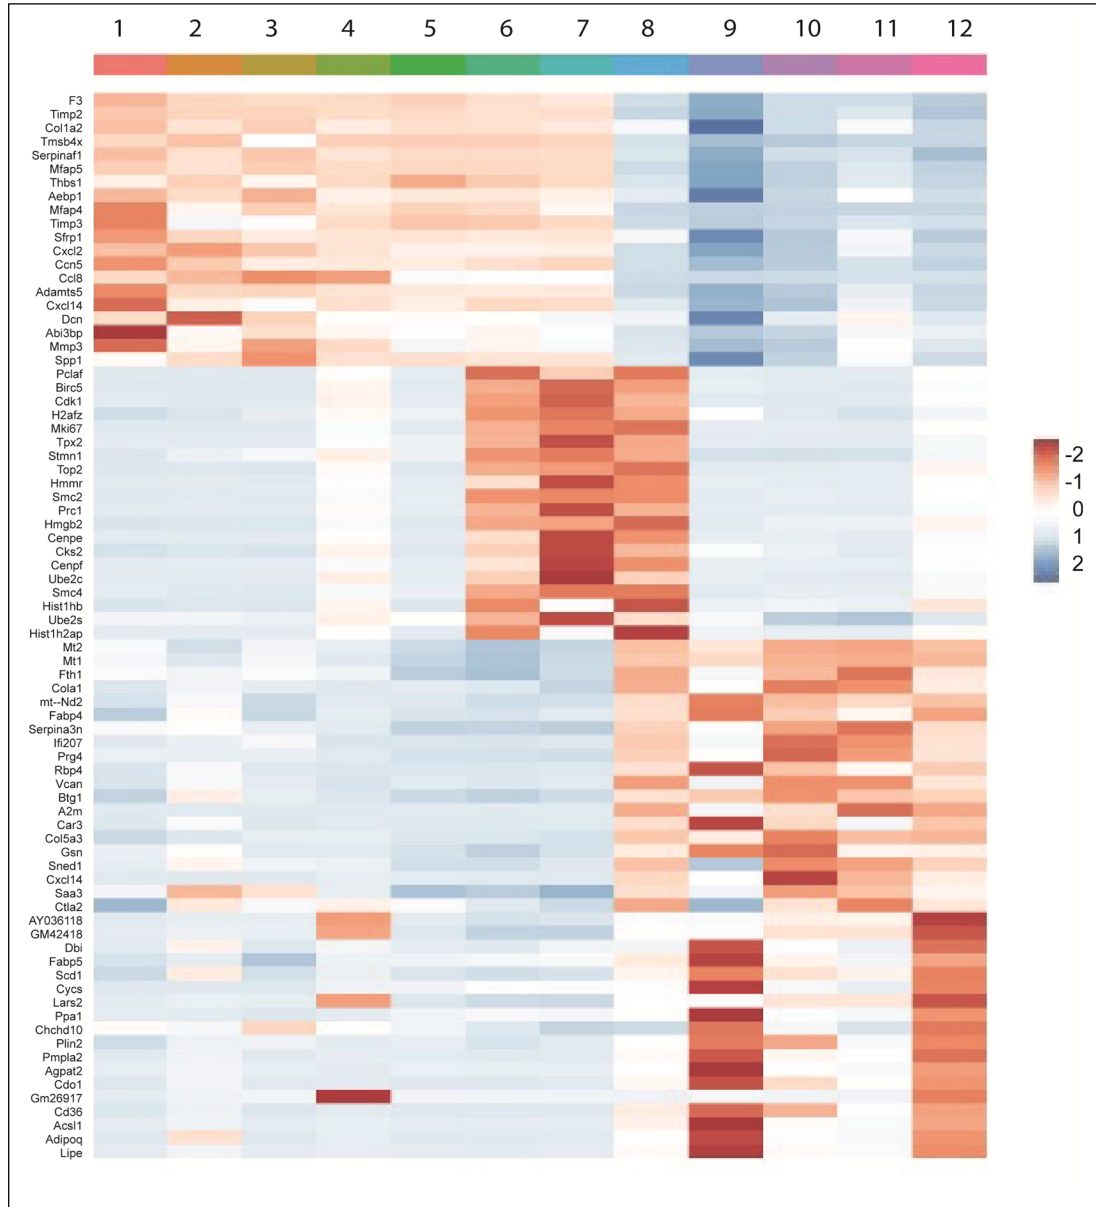

**Fig. S5.** Heatmap showing major genes altered in different clusters represented in Fig 4E.

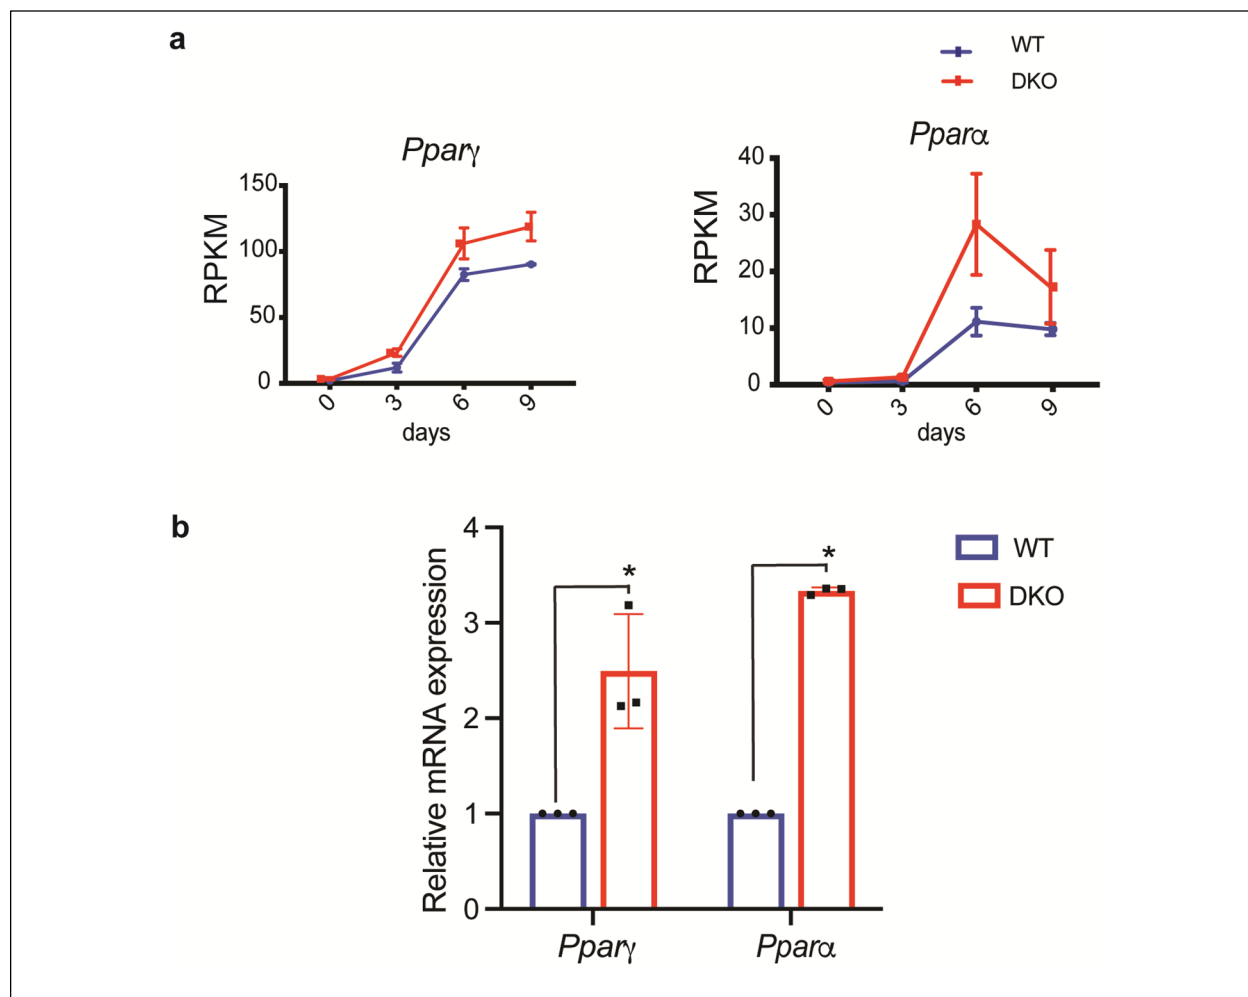

**Fig. S6. Expression of *Pparγ* and *Ppara* during browning of WT and DKO white preadipocytes.** **a)** Expression levels of *Pparγ* and *Ppara* during *in vitro* differentiation of WT and DKO white preadipocytes into beige adipocytes, determined by RNA seq. **b)** Expression levels of *Pparγ* and *Ppara* mRNA at day 9 of differentiation of WT and DKO white preadipocytes into beige adipocytes, determined by qRT-PCR. Data are the mean  $\pm$  S.D; n=3 for each group. \*,  $p < 0.05$ .

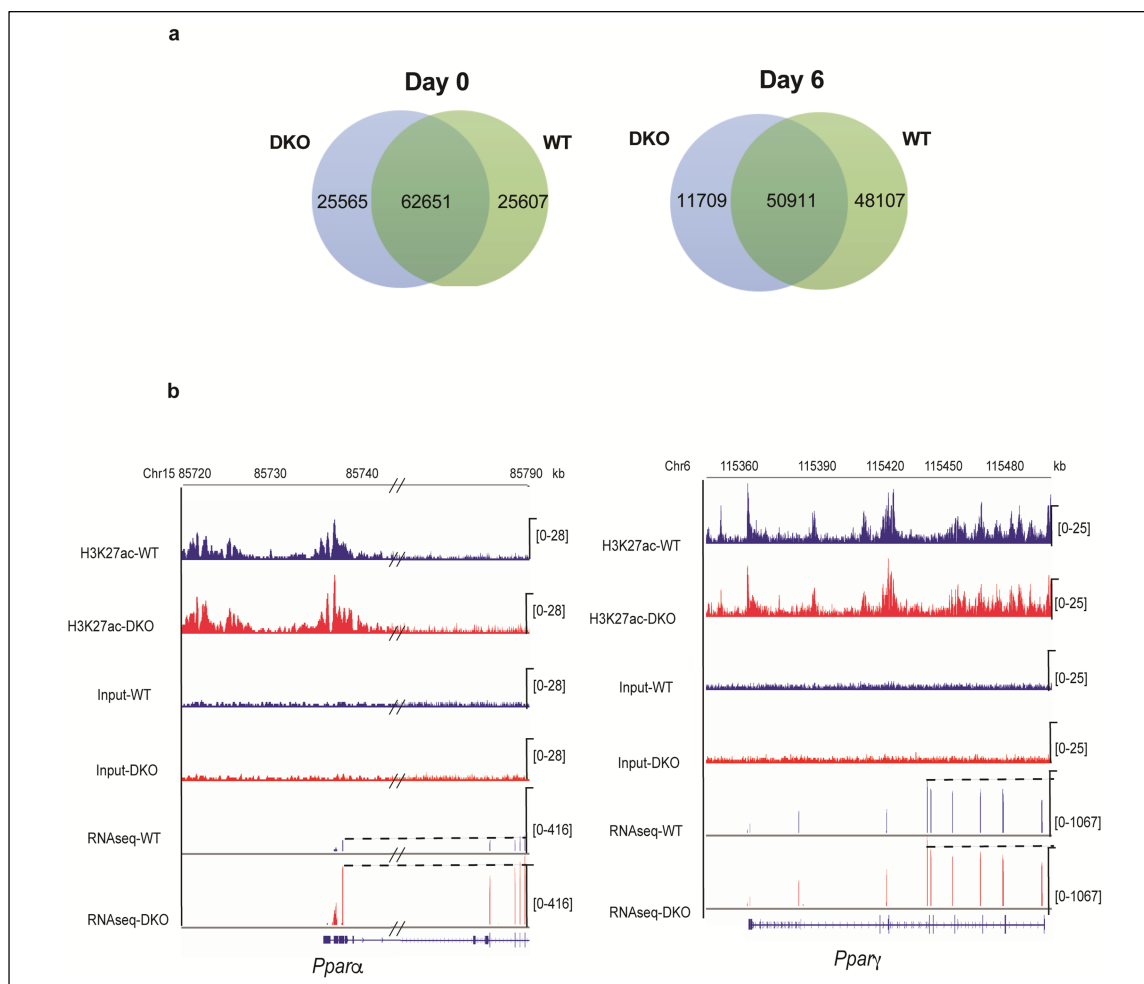

**Fig. S7. Loss of HMGN alters H3K27ac levels in adipocytes. a)** Venn diagram showing number of common and unique H3K27ac sites in WT and DKO at Day 0 and day 6 of preadipocyte differentiation. Data are from 3 biological replicates. **b)** IGV screenshots showing H3K27ac and transcript levels of *Pparg* and *Ppara* at day 6 of preadipocyte differentiation.

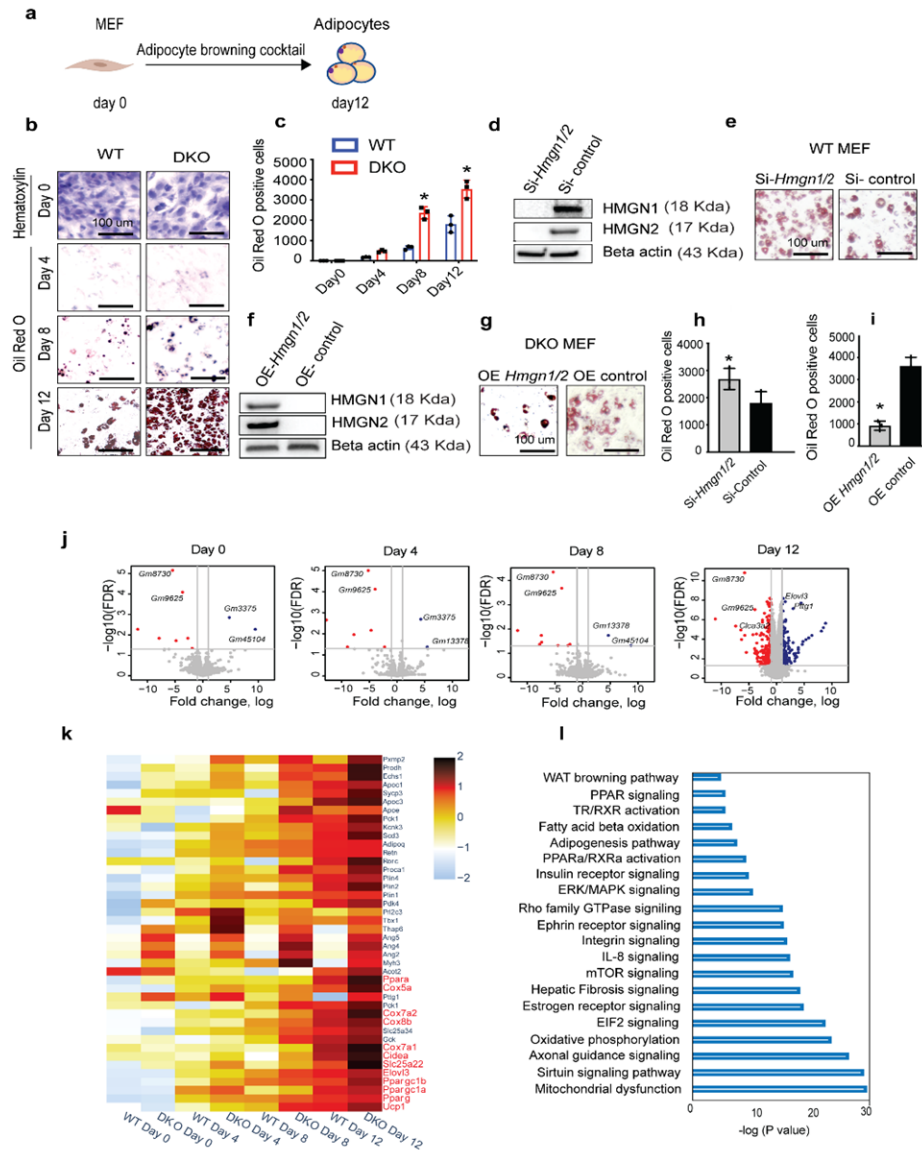

**Fig. S8: Enhanced differentiation efficiency of DKO mouse embryonic fibroblasts (MEFs) into brown-like adipocytes.** **a)** Scheme of *in vitro* differentiation of MEFs into mature adipocytes. **b)** Oil Red O staining of WT and DKO adipocytes differentiated from MEFs. 0 day were stained with hematoxylin, and 4th, 8th and 12th day were stained with Oil Red O. **c)** Quantification of Oil Red O positive cells in fig S8b, represented as bar histograms. Data are the mean  $\pm$  S.D; \*,  $p < 0.05$ . **d)** Western blot analysis of HMGN1 and HMGN2 expression in WT MEFs transfected with *Hmgn1* and *Hmgn2* siRNA or Scrambled siRNA. **e)** Oil Red O staining of *in vitro* differentiated WT MEFs transfected with *Hmgn1* and *Hmgn2* siRNA or Scrambled siRNA. **f)** Western blot analysis of HMGN1 and HMGN2 expression in DKO MEFs transfected with *Hmgn1* and *Hmgn2* expression plasmids or control plasmids. **g)** Oil Red O staining of *in vitro* differentiated DKO MEFs transfected with *Hmgn1* and *Hmgn2* expression plasmids or control plasmids. **h)** Quantification of Oil Red O positive cells in fig S8e, represented as bar histograms. Data are the mean  $\pm$  S.D;  $n=3$  for each group. \*,  $p < 0.05$ . **i)** Quantification of Oil Red O positive cells of fig S8g, represented as bar histograms. Data are the mean  $\pm$  S.D;  $n=3$  for each group. \*,  $p < 0.05$ . **j)** Volcano plots showing differential gene expression (fold change  $\geq 1.5$ ; FDR < 0.05) between WT and DKO adipocytes differentiated from MEFs. A list of all the differentially expressed genes are shown in supplementary data 8. **k)** Heatmap showing enhanced upregulation of genes associated with white adipocyte browning during DKO MEFs differentiation into adipocytes, compared to WT. **l)** IPA analysis of preferentially regulated pathways in DKO adipocytes during MEFs differentiation at day 12. Data are from 3 biological replicates.

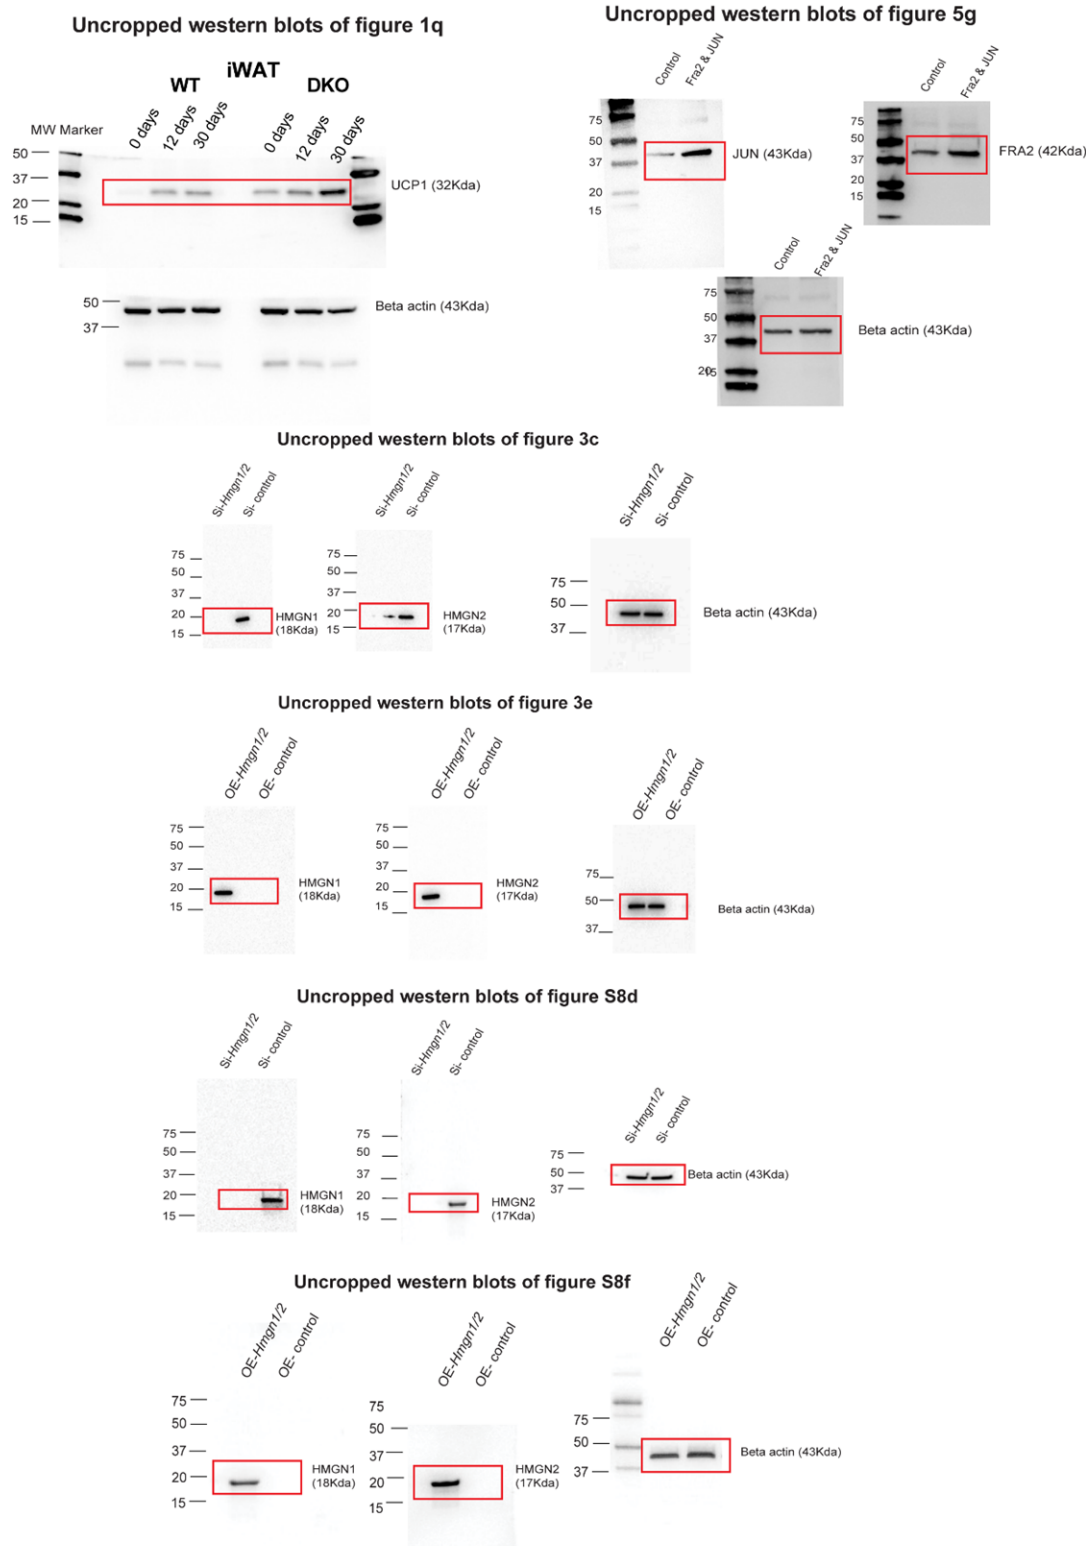

**Fig. S9: Images of uncropped western blots shown in figure 1, 3, and S8.**

**Table S1 Primers used for quantitative real-time PCR**

| Primer name                   | Forward                | Reverse                 |
|-------------------------------|------------------------|-------------------------|
| mCoxII mtDNA                  | GCCGACTAAATCAAGCAACA   | CAATGGGCATAAAGCTATGG    |
| m $\beta$ -Globin gDNA        | GAAGCGATTCTAGGGAGCAG   | GGAGCAGCGATTCTGAGTAGA   |
| <i>Ucp1</i>                   | ACTGCCACACCTCCAGTCATT  | CTTTGCCTCACTCAGGATTGG   |
| <i>Cidea</i>                  | TGCTCTTCTGTATCGCCAGT   | GCCGTGTTAAGGAATCTGCTG   |
| 18s                           | CGGCTACCACATCCAAGGAA   | GCTGGAATTACCGCGGCT      |
| <i>Ppar</i> $\alpha$          | TGAGGAAGCCGTTCTGTGAC   | GTTTAGAAGGCCAGGCCGAT    |
| <i>Ppar</i> $\gamma$          | GCACTGCCTATGAGCACTTCA  | GGTCTTCATCACGGAGAGG     |
| <i>Ppargc1</i> $\alpha$       | AGCCGTGACCACTGACAACGAG | GCTGCATGGTTCTGAGTGCTAAG |
| <i>PPAR</i> $\alpha$ Promoter | TGGCATAGCACACATTTCTG   | GCTTTGCTTGTGTCGTCCTT    |
| <i>PPAR</i> $\gamma$ Promoter | TACCAAGTCTTGCCAAAGCA   | GGGAGAGGTGGGAATAAACA    |

# Supplementary material for: Epigenetic regulation of white adipose tissue plasticity and energy metabolism by nucleosome binding HMGN proteins
**Source:** Nat Commun. 2022 Nov 26;13:7303. doi: 10.1038/s41467-022-34964-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Cumulative food intake and energy expenditure (kcal) from week 11-17

File Name: Supplementary Data 2

Description: Differential expressed genes from RNA seq of Preadipocyte browning

File Name: Supplementary Data 3

Description: List of Differentially expressed genes in different clusters from low resolution cluster analysis

File Name: Supplementary Data 4

Description: ATAC nearest genes.xlsx

File Name: Supplementary Data 5

Description: List of transcription factor binding motifs showing downregulated ATAC sensitivity in DKO at day 0. Motifs identified by HOMER motif analysis.

File Name: Supplementary Data 6

Description: H3K27ac MA plot annotations

File Name: Supplementary Data 7

Description: List of white and brown adipocyte specific enhancers showing altered levels of H3K27ac and transcription during DKO and WT white preadipocytes browning.

File Name: Supplementary Data 8

Description: Differential expression of genes from RNA seq of MEF browning

# Supplementary material for: Epigenetic regulation of white adipose tissue plasticity and energy metabolism by nucleosome binding HMGN proteins
**Source:** Nat Commun. 2022 Nov 26;13:7303. doi: 10.1038/s41467-022-34964-5
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

ImageJ Schneider et al., 2012 <https://imagej.nih.gov/ij/> (version 1.51)  
indirect calorimetry (CLAMS using Oxymax software v5.52, Columbus  
482 Instruments, Columbus, OH)  
time domain Echo MRI 3-in-1 (Echo Medical System, Houston, TX).  
Keyence BZ- X710 microscope.

#### Data analysis

Genome View IGV 2.6.2 <http://software.broadinstitute.org/software/igv/home>  
RNA seq and ChIP Seq: Data were processed with CCBP Pipeliner (<https://github.com/CCBP/Pipeliner>)  
RNA seq and ChIP seq: raw reads were trimmed with Cutadapt v1.18 (doi:10.14806/ej.17.1.200)  
ChIP seq: Burrow-Wheeler Aligner BWA ver 0.7.17 (arXiv:1303.3997v2) was used to align reads to mm10 mouse genome  
RNA seq: reads were mapped to mm10 mouse genome using STAR v2.7.0f (doi:10.1093/bioinformatics/bts635) in 2-pass mode.  
ChIP seq quality control: FastQC (<http://www.bioinformatics.babraham.ac.uk>), PhantomPeakQualTools (doi: 10.1101/gr.136184.111),  
DeepTools v3.0.1 (doi:10.1093/nar/gkw257), Preseq v2.0.3 (doi: 10.1007/s40484-015-0049-7), FastqScreen v0.9.3 (doi:10.12688/f1000research.15931.2) and Kraken (doi:10.1186/gb-2014-15-3-r46) packages .  
ChIP seq peak calling: MACS2 (doi: 10.1186/gb-2008-9-9-r137) and SICER v1.1 (doi: 10.1007/978-1-4939-0512-6\_5)  
ChIP seq differential binding was assessed with DiffBind (DOI: 10.18129/B9.bioc.DiffBind).  
RNA-seq : gene-level expression was quantified using RSEM v1.3.0 (doi:10.1093/bioinformatics/bts635), with counts normalized to library size as counts-per-million.  
RNA seq: limma-voom v3.34.5 (doi:10.1186/1471-2105-12-323) was utilized for quantile normalization and differential expression.  
ATAC seq: Reads were mapped to the mouse genome (NCBI37/mm10) using Bowtie2  
ATAC seq: Peak calling was performed using MACS2 using default parameters. The reads were converted to reads per thousand base pairs

peak per million mapped reads (RPKM) by dividing by the total number of reads per sample.

ScRNA seq: Sequencing data were demultiplexed and mapped to the mouse genome (mm10: refdata-gex-mm10-2020-A) using cellranger (10X Genomics, version 6.0.0) to generate a single cell gene expression matrix.

ScRNA seq: filtered gene expression matrix from aggregated and read depth normalized data generated by cellranger were imported to Seurat v4 ( <https://satijalab.org/seurat/> )

ScRNA seq: Differential expression was calculated using every cluster against the remaining clusters using the FindAllMarkers function of the Seurat package using MAST method

ScRNA seq: Cell trajectory and pseudo-time analysis was performed using the Monocle R package (v2.22)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data generated as a part of this study, support the findings of this study are openly available in GEO repository NCBI and are available with the accession number: GSE193338, GSE193333, GSE193332, and GSE193462

Figures 3, 4, 5, 6, 7 have associated raw data

There is no restriction on data availability

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes for ChIP-seq, RNA-seq, ATAC seq, ScRNA seq Western blot measurement were chosen empirically with following-up estimates of representation sizes, confidence level, standard deviation and experimental error with sample size re-adjustment.

Data exclusions

No data were excluded from analysis

Replication

To verify the reproducibility of experiments enough replicates were done to fit the data within the confidence range

Randomization

The samples were allocated due to the genotypes of genetically modified mice

Blinding

Blinding was non-applicable to the study since there was no need to avoid selection bias

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

anti-UCP1 (Abcam, Cat# ab10983) (1:1000)  
 anti-β-actin (Santacruz, Cat# sc-47778)(1:10000)  
 anti-H3K27ac (Abcam, ab4729).(5 ug/ ChIP reaction)  
 Anti-c-Jun antibody (Abcam, ab32137) (1:1000) (5 ug/ ChIP reaction)  
 Anti-FRA2 antibody (Abcam, ab216838) (1:1000)  
 Anti-FRA-2 Antibody (Millipore) MABS1261 (1:1000)(5 ug/ ChIP reaction)  
 Anti-rabbit IgG, HRP-linked Antibody; Cell Signaling#7074

### Validation

Several antibodies used in this study have been previously validated by the manufacturer, or in prior publications, or validated by our laboratory. anti-UCP1 (Abcam, Cat# ab10983), anti-β-actin (Santacruz, Cat# sc-47778), Anti-FRA2 antibody (ab216838) were used for western blot. anti-H3K27ac (Abcam, ab4729), Anti-c-Jun antibody (ab32137), Anti-FRA-2 Antibody MABS1261 were used for ChIP

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

DKO mouse B6.Cg-Hmgn2tm1.1Mbus Hmgn1tm1Mbus/Mmjax (Hmgn1-/-n2-/-) MMMRC 043523-JAX

### Authentication

None of these cell lines were authenticated

### Mycoplasma contamination

No mycoplasma contaminations have occurred

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified lines were used

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

DKO mouse B6.Cg-Hmgn2tm1.1Mbus Hmgn1tm1Mbus/Mmjax (Hmgn1-/-n2-/-)  
 MMMRC  
 043523-JAX  
 C57BL/6 WT mice

### Wild animals

No wild animals involved

### Reporting on sex

Male mice used for most of the in vivo studies

### Field-collected samples

No field collection involved

### Ethics oversight

All animal maintenance and experimental procedures were performed in accordance with protocols approved by NIH Institutional Animal Care and Use Committees (IACUC)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193332>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193333>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193338>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193462>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193463>

### Files in database submission

Each deposit has raw data and processed data

### Genome browser session

(e.g. [UCSC](#))

No genome browser session available

## Methodology

### Replicates

All RNA seq, ChIP seq, ATAC seq have three replicates. ScRNA seq has two replicates

### Sequencing depth

For RNA seq libraries were paired-end sequenced (50 bp) on an Illumina HiSeq 3000.  
 The ChIP templates were sequenced at 75 bp single read length with Illumina NextSeq 500 system  
 ATAC seq libraries were paired end sequenced (50bp) on a NextSeq 500.  
 Single cell libraries were quantified, pooled, and sequenced on the NextSeq 2000 nstrument (Illumina) to a target read depth of approximately 50,000 reads per cell on average

### Antibodies

anti-H3K27ac (Abcam, ab4729)

### Peak calling parameters

ChIP seq peak calling: MACS2 (doi: 10.1186/gb-2008-9-9-r137) and SICER v1.1 (doi: 10.1007/978-1-4939-0512-6\_5)

### Data quality

CHIP seq quality control: FastQC (<http://www.bioinformatics.babraham.ac.uk>), PhantomPeakQualTools (doi: 10.1101/gr.136184.111), DeepTools v3.0.1 (doi:10.1093/nar/gkw257), Preseq v2.0.3 (doi: 10.1007/s40484-015-0049-7), FastqScreen v0.9.3 (doi:10.12688/f1000research.15931.2) and Kraken (doi:10.1186/gb-2014-15-3-r46) packages .

### Software

RNA seq and ChIP Seq: Data were processed with CCBP Pipeliner (<https://github.com/CCBP/Pipeliner>)  
 RNA seq and ChIP seq: raw reads were trimmed with Cutadapt v1.18 (doi:10.14806/ej.17.1.200)  
 ChIP seq: Burrow-Wheeler Aligner BWA ver 0.7.17 (arXiv:1303.3997v2) was used to align reads to mm10 mouse genome  
 RNA seq: reads were mapped to mm10 mouse genome using STAR v2.7.0f (doi:10.1093/bioinformatics/bts635) in 2-pass mode.  
 CHIP seq quality control: FastQC (<http://www.bioinformatics.babraham.ac.uk>), PhantomPeakQualTools (doi: 10.1101/gr.136184.111), DeepTools v3.0.1 (doi:10.1093/nar/gkw257), Preseq v2.0.3 (doi: 10.1007/s40484-015-0049-7), FastqScreen v0.9.3 (doi:10.12688/f1000research.15931.2) and Kraken (doi:10.1186/gb-2014-15-3-r46) packages .  
 ChIP seq peak calling: MACS2 (doi: 10.1186/gb-2008-9-9-r137) and SICER v1.1 (doi: 10.1007/978-1-4939-0512-6\_5)  
 ChIP seq differential binding was assessed with DiffBind (DOI: 10.18129/B9.bioc.DiffBind).  
 RNA-seq : gene-level expression was quantified using RSEM v1.3.0 (doi:10.1093/bioinformatics/bts635), with counts normalized to library size as counts-per-million.  
 RNA seq: limma-voom v3.34.5 (doi:10.1186/1471-2105-12-323) was utilized for quantile normalization and differential expression.  
 ATAC seq: Reads were mapped to the mouse genome (NCBI37/mm10) using Bowtie2  
 ATAC seq: Peak calling was performed using MACS2 using default parameters. The reads were converted to reads per thousand base pairs peak per million mapped reads (RPKM) by dividing by the total number of reads per sample.  
 ScRNA seq: Sequencing data were demultiplexed and mapped to the mouse genome (mm10: refdata-gex-mm10-2020-A) using cellranger (10X Genomics, version 6.0.0) to generate a single cell gene expression matrix.  
 ScRNA seq: filtered gene expression matrix from aggregated and read depth normalized data generated by cellranger were imported to Seurat v4 ( <https://satijalab.org/seurat/> )  
 ScRNA seq: Differential expression was calculated using every cluster against the remaining clusters using the FindAllMarkers function of the Seurat package using MAST method  
 ScRNA seq: Cell trajectory and pseudo-time analysis was performed using the Monocle R package (v2.22)

How the deposited data were processed for this re-analysis (not part of the article)

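RNA-seq libraries of iWAT preadipocytes (days 0, 3, 6 and 9 of induced browning) and of MEFs (days 0, 4, 8 and 12) were re-analysed, with 3 WT and 3 DKO libraries per cell type and day and 48 libraries in all. The authors made 50 bp strand-specific paired-end reads, trimmed them with Cutadapt, aligned them to mm10 with STAR and estimated the reads of each gene with RSEM, and they deposited these expected counts as 1 table per cell type. RSEM divides reads that match several genes, and no normalization had been applied to the deposited expected counts. All 55450 gene identifiers matched GENCODE M21 (mm10), from which positions were taken. Summed counts per library had a median of 23978832 in preadipocytes and 23901641 in MEFs, and a gene at or under 3 counts in all libraries of a group is treated as being at the floor, with no fold change printed.

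Expected counts were rounded and analysed with R 4.3.3 and edgeR 4.0.16. For each cell type and day, the 6 libraries were filtered with filterByExpr, normalized with TMM and fitted with edgeR's robust quasi-likelihood model, with genotype as the only term. The paper's methods name EdgeR, and its reporting summary names limma-voom with quantile normalization, which was run as an alternative. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.5, the thresholds of the Fig. S8 legend. CPM are TMM-scaled, and 0.5 CPM was added before logarithms and in the plots. The exact permutation tests compare CPM of 3 against 3 libraries, two-sided, and cannot go below 0.1. Differences of the DKO effect between days were tested as an interaction of genotype and day in the libraries of both days. A set of 13 lists of genes were written by hand before the data were examined, as were the comparisons, tests and alternatives except those named as added. The lists were tested on voom's log2 values with camera (limma 3.58.1, preset correlation 0.01), and a list needed at least 3 tested genes. Named are the genes that the study's text or figures name for bulk RNA-seq, Hmgn3 and Hmgn5, sex-linked genes, and per comparison the 3 called genes with the smallest p-value in each direction whose DKO and WT libraries do not overlap.

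The alternatives were DESeq2 1.42.0, scaling by library size only, limma-voom with quantile normalization, no filter on low counts, a filter of 0.5 CPM in at least 2 libraries, no fold change threshold, an absolute log2 fold change of at least 1, 1 fit over all days of a cell type, the replicate number as a block, and leaving out each library. Lists were also tested with fry and with camera at an estimated correlation. Interactions with day 0, a block for culture in preadipocytes and the alternatives of the 40 genes were added after the data were seen. The block rests on a check of the numbers, since same-numbered preadipocyte libraries of days 6 and 9 had correlations of 0.172 to 0.539 after removing the mean of each group. Each test was first run on simulated counts with 200 genes changed 4-fold. Of 196 changed genes that passed the filter, edgeR's test called 185 (94.4%), with 22 false calls (10.6% of calls) among 14495 genes, DESeq2 called 186 with 18.8% false calls, and the interaction test called 171 of 200 with 4.47% false calls. With no gene changed, 3 of 14495 genes were called. ATAC-seq, ChIP-seq, single-cell data and Ingenuity Pathway Analysis were not analysed here, and no gene's exons can be told apart in counts per gene.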

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

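All tests in this part were chosen after the results were seen. In 13057 genes tested in all 8 comparisons, 40 had an unadjusted p-value under 0.05 and the same direction in each (18 higher and 22 lower in DKO cells), where 2.11e-05 genes would be expected if the comparisons were independent. The paper does not report such a group. Of 100 regroupings of the libraries, 1 gave 40 such genes, the real one, and the largest number among the others was 0. Each regrouping split the 8 comparisons independently of one another, which leaves almost no gene to pass in all 8. The 0 was thus nearly fixed in advance and says little about chance. Libraries of different days that may share a culture were not kept together. The number was 42 with DESeq2 and with library size only, 43 with limma-voom and without the filter, and 50 with the fit over all days, and 37 to 39 of the 40 were shared. Hmgn1 and Hmgn2 themselves were left out of the test. Sequence that flanks the targeted genes does not account for most of them, since 0 of the 40 lie within 10 Mb of Hmgn1 or Hmgn2. Gm6278 (chromosome 16, from 85644252) and Gm13123 (chromosome 4, from 144247777) lie just beyond this window. No wider window was tested for the 40. A pair of technical explanations stays open. Stretches of genome from another strain in the DKO line are a candidate explanation, since 15 of the 40 have another of them within 2 Mb, against a median of 4 and a maximum of 15 in 10000 random draws (permutation test, p = 4e-04). Reads shared between copies of a gene could add to it, since 13 of the 40 are pseudogenes against 613 of 13017 other genes (odds ratio 9.74, Fisher's exact test, two-sided, p = 2.27e-08). The 15 genes with a neighbour include Rplp0 and the adjacent Entpd4 and Entpd4b, so shared reads could raise that number too. The random draws treated genes as independent and do not separate these explanations. For Rplp0, chosen after its values were seen, the parent gene was higher in DKO cells by 0.31 to 0.88 (log2) and its 4 pseudogenes Gm14165, Gm6278, Gm8730 and Gm9625 together lower by -3.33 to -4.76, while their summed CPM moved by at most -0.32, which is consistent with reads that change place between these copies. This was not so for all pairs. The sum of Ublcp1 and Gm12663 was higher in DKO cells by 0.38 to 0.72, and that of Gcn1l1 and Gm13123 moved by -0.03 to -0.80, with both copies lower. A further 2 of the 40, Gm10182 and Gm10282, share sequence with Hmgn2 and fell with it. Both can hold at once, since a variant against the reference could move reads to another copy. A direct effect of HMGN loss on the remaining genes was not tested apart from these.

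The DKO effect differed between day 6 and day 0 for 738 of 16236 genes in preadipocytes, 460 upward and 278 downward, by edgeR's interaction test with Benjamini-Hochberg adjustment, a comparison added after the data were seen. Of 50 regroupings, 2 gave as many genes, the real one included, and the largest other gave 1880. The balance of the 738 genes differed between alternatives, with 253 upward and 416 downward under library size only and 259 upward and 331 downward without the filter, against 309 and 242 with limma-voom and 603 and 245 in the fit over all days. Among the named genes, the interaction was -1.818 for Col1a2 (adjusted p = 0.00201), -2.542 for Col3a1 (adjusted p = 0.00793), -1.716 for Mmp2 (adjusted p = 0.0155) and -1.631 for Adamts5 (adjusted p = 0.0104). They were higher in DKO cells at day 0 and lower at day 6. With limma-voom, the fit over all days, library size only and no filter, the adjusted p-values of the 4 genes lay between 1.07e-05 and 0.0217. The scaling of the libraries does not account for the interaction, since with library size only the value of Col3a1 was -2.667 (adjusted p = 0.00305), and those of Col1a2, Mmp2 and Adamts5 were -1.94, -1.84 and -1.75. The sign of Col1a2 at day 0 was less stable. With limma-voom and quantile normalization it was -0.094 there, while its interaction was -1.431 (adjusted p = 0.0159). A different course of differentiation in DKO cells stays open, as do cultures that differed between days 0 and 6, which the design does not separate from the day.

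In MEFs the DKO effect differed between day 12 and day 0 for 384 of 16352 genes, 330 upward and 54 downward, and with library size only 137 upward and 96 downward. Of 50 regroupings 4 gave as many, the real one included, and the others had a median of 0 and a maximum of 1355. Most calls in MEFs came from day 12, and 2 explanations were tested. The spread between libraries was smaller at day 12 (biological coefficient of variation 0.056, against 0.216 to 0.242 at the other days), and with 1 fit over all days 209 genes were called there in place of 1222, which is consistent with the smaller spread as a cause. Within the WT libraries of day 12 it was 0.034. Libraries made from one culture could give so small a spread, and the tables do not exclude this, so the calls of day 12 may rest on fewer than 3 independent cultures per genotype. Whether the DKO effect itself is larger at day 12 cannot be told apart from this, because some other regroupings reached the 384 genes as well and the number fell to 6 in the fit over all days.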

How the results depend on the processing

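All tests of the pairing of libraries in this part were chosen after the results were seen. DESeq2 called 145, 408 and 827 genes at days 0, 3 and 9 in preadipocytes and 166, 91 and 97 at days 0, 4 and 8 in MEFs. A single fit over all days called 90, 396 and 519 and, in MEFs, 134, 57, 60 and, at day 12, 209. Without the filter on low counts 65, 154 and 429 genes were called, and 44, 33 and 25 in MEFs. Library size only gave 327 at day 9 in preadipocytes, and limma-voom 14 at day 8 in MEFs. Without a fold change threshold 3172 and 310 genes were called at days 6 and 9 and 5062 in MEFs at day 12, and with an absolute log2 fold change of at least 1 726, 117 and 411, which follows from the thresholds. For the other changes the cause was not tested. In the simulation 18.8% of DESeq2's calls were false, against 10.6% with edgeR. At day 6 in preadipocytes 1565 of the 1699 called genes were shared with DESeq2 and 1245 with the fit over all days.

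Leaving out 1 library gave 11 to 26 genes at day 0, 13 to 28 at day 3, 720 to 1896 at day 6 (720 without WT replicate 3) and 20 to 1460 at day 9 in preadipocytes (20 without WT replicate 2, 1460 without DKO replicate 2). In MEFs it gave 5 to 529 at day 0 (529 without DKO replicate 1), 5 to 19 at day 4, 5 to 6 at day 8 and 1034 to 1271 at day 12. Gene sets past the threshold numbered 9 to 10 in preadipocytes at day 6 and 10 to 11 in MEFs at day 12. The median of the white enhancer genes stayed between -0.427 and -0.325 and that of the brown between -0.29 and -0.244. Fewer libraries leave fewer degrees of freedom, and the cause of the rises was not tested.

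With an estimated inter-gene correlation camera called 0 sets in preadipocytes at day 6 and 0 in MEFs at day 12, where 0 and 5 had an unadjusted p-value under 0.05. The median of the sex-linked genes at day 6, 0.029, was -0.069 with library size only, -0.016 without WT replicate 2 and -0.08 without DKO replicate 3, in a range from -0.08 to 0.101 without 1 library. That of the muscle markers in MEFs at day 12, 0.044, was -0.014 with library size only, -0.055 without the filter, -0.021 without WT replicate 1 and -0.05 without WT replicate 3, in a range from -0.05 to 0.217 without 1 library. Neither set passed the threshold, and the cause was not tested. The median of the brown enhancer genes was -0.364 with library size only, a scaling that shifted the median of all genes at day 6 by -0.099. The correlation of the DKO effect with differentiation was 0.409 to 0.557 at day 3 and 0.195 to 0.339 at day 6 of preadipocytes without 1 library, and 0.413 at day 6 by rank. In MEFs it was 0.123 to 0.226 at day 4 and -0.186 to 0.406 at day 8, with -0.186, -0.145 and -0.023 without WT replicate 2, DKO replicate 1 and DKO replicate 2. The correlation between preadipocytes at day 6 and MEFs at day 12 was 0.736 among genes of at least 10 CPM and 0.608 by rank. The odds ratio of called genes near Hmgn1 and Hmgn2 was 0.8 with DESeq2, in place of 1.06.

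The interaction of genotype with days 6 and 9 in preadipocytes called 1 gene without the filter and 42 with a block for culture, which was added after the data were seen, where it called 0 otherwise (847 genes at an unadjusted p-value under 0.05). That of days 8 and 12 in MEFs called 1 gene in the fit over all days, 1 with library size only and 5 without the filter. The interaction of days 0 and 12 in MEFs called 6 genes in the fit over all days, 233 with library size only and 227 with limma-voom, and the cause was not tested. Among 86 results for named genes, 1118 alternatives kept direction and side of the threshold in 1003 cases, 71 fell short of it, 39 passed it newly and 5 reversed. The reversed values were -0.094 for Col1a2 at day 0 with limma-voom, 0.133 and 0.136 for Jun and Junb without WT replicate 1, and 0.06 and 0.121 without DKO replicate 2, none past the threshold. Without 1 library Jun ranged from -0.139 to 0.133 and Junb from -0.163 to 0.136.

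The replicate numbers do not show that libraries are pairs. After removing the mean of each genotype, libraries with the same number had correlations from -0.292 to 0.588 at day 0 of preadipocytes and from -0.77 to 0.703 at day 8 of MEFs, and on no day were all of them above 0.1. With a replicate block 8, 278 and 58 genes were called at days 0, 3 and 9 of preadipocytes, 3, 5 and 2 at days 0, 4 and 8 of MEFs, and 224 for the interaction of days 0 and 12 in MEFs.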

Differences from the paper's values

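Of 49 log2 fold changes that the paper's tables give or that follow from their values, all 49 had the same sign and 3 differed, which means by more than the standard error of the value here. The largest gap, 0.493, was that of Galnt9 in preadipocytes at day 6, with -4.365 from the paper's Supplementary Data 7 against -4.858 here and a standard error of 0.569. That table lists signed transcript fold changes, none of them under 1 in size, which were read as linear and put on the log2 scale. The axis title of Fig. 6b gives log2, but the values of the 8 genes compared from this table lay within 0.493 of those here when read as linear. For Apoe in MEFs at day 12 the paper's value in Supplementary Data 8 is 0.029, against 0.144 here. Of the alternatives set before the data were examined, limma-voom with quantile normalization gave 0.029, while DESeq2, library size only (0.087), no filter, the 0.5 CPM filter, the fit over all days, the replicate block and the 6 refits without 1 library left the difference. The paper's reporting summary names limma-voom with quantile normalization for differential expression, and its methods name EdgeR. Over the 16 values of Pparg and Apoe in Supplementary Data 2 and 8, limma-voom lay within 0.002 of the paper's, where the largest gap was 0.14 with edgeR's TMM normalization. The Source Data of Fig. S3e and Fig. S6a label the last day as 8, and their values were set against day 9, the last day of the libraries. For Elovl3 in preadipocytes at day 9 the paper's Source Data of Fig. S3e give 0.914, against 1.005 here. Library size only (0.908), limma-voom (0.939) and the refits without WT replicate 1 (0.947) and without DKO replicate 3 (0.959) closed the gap, and DESeq2, no filter, the 0.5 CPM filter, the fit over all days, the replicate block and the other refits did not. For Pparg in preadipocytes at day 9 the paper's Source Data of Fig. S6a give 0.398, against 0.487 here. Library size only (0.39), limma-voom (0.427) and the refit without DKO replicate 3 (0.405) closed the gap, and the other alternatives did not.

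In the picture of Fig. 5c the WT levels at day 0, read by eye as log2 values, are about 5 for Fosl2, about 7.9 for Fosl1, about 5.5 for Fos, about 4 for Jun and about 3.9 for Junb in the paper. The values here are 7.81, 4.05, 3.86, 5.51 and 5.04, and no alternative was run on these levels. The paper's Source Data for the same panel give 7.87, 4.1, 3.9, 5.58 and 5.11 for these genes in this order, each less than 1.5-fold from the value here. From top to bottom, the bars of the picture have the lengths of the Source Data from the last gene to the first, under gene labels that stand in another order, so the picture and the Source Data give the levels to different genes.

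The paper's text gives 5 white-specific enhancers with higher transcript and H3K27ac levels in DKO cells, in a sentence that names no day but cites Fig. 6b, whose picture is headed day 6. The day 6 list of its Supplementary Data 7 held 3 such entries with the direction of the transcripts taken from the counts here, and none of the alternatives set before the data were examined changed this number. The paper's other counts are 213 white and 80 brown entries lower and 50 brown entries higher, against 210, 78 and 52 here, or 53 in place of 52 by the list's own transcript values.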

Other observations

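The tests in this part were chosen after the results were seen, with some exceptions. The interactions of days 6 and 9 and of days 8 and 12 without a block were set before the data were examined. So were the lists written by hand and edgeR's comparison of the genotypes at each day. The 6 libraries of a comparison can be split in 10 ways, so no split can have a share under 0.1. In preadipocytes as many genes were called by 2 of the 10 splits at day 0, 2 at day 3, 1 at day 6 and 1 at day 9, the real one included, and in MEFs by 1 at day 0, 2 at day 4, 1 at day 8 and 1 at day 12. The largest other split called 165, 366, 0 and 0 genes and, in MEFs, 2, 601, 0 and 0. As many gene sets passed in 4 of the 10 splits at day 6 of preadipocytes and in 3 of the 10 at day 12 of MEFs, so the number of sets that pass with camera is reached by other splits. The interactions of days 6 and 9 and of days 8 and 12 called 0 genes, as did all 40 of 40 regroupings in both cell types, with 847 and 1215 genes at an unadjusted p-value under 0.05. These fits had no block. With each culture as a block, the interaction of days 6 and 9 called 42 genes, and 1 of the 10 splits of the 6 cultures gave as many, the real one, where the largest other gave 1. At an unadjusted p-value under 0.05 the real split had 1683 genes. The split of DKO cultures 1 and 2 with WT culture 2 against the others had more, 2302. For the white and for the brown enhancer genes, 1 of 10 splits had a median as far from 0, the real one, but the study chose both lists on these libraries, so this says nothing about chance.

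In preadipocytes at days 0 and 3, the split of WT replicates 1 and 2 with DKO replicate 1 against the others called 165 and 366 genes, of which 59 were shared, all in the same direction, against 4 expected, and it called 0 genes at days 6 and 9. After removing the mean of each group, libraries with the same number had a median correlation across genes of 0.495 between days 0 and 3 (from -0.14 to 0.6) and 0.456 between days 6 and 9 (6 of 6 above 0.1), but -0.053 between days 0 and 6. This argues against each culture having been followed over all 4 days, and is consistent with a set of cultures at days 0 and 3 and another at days 6 and 9. The labels do not give the cultures, and a biological source of the shared deviation was not tested.

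The DKO effect at day 3 of preadipocytes correlated across genes, which are not independent replicates, with the WT change between days 0 and 6 (r = 0.538, and 1 of 10 splits as large in size), and at day 6 with the change between days 3 and 9 (r = 0.275, 5 of 10 splits). In the first of these the WT libraries of days 0 and 3 both enter with a minus sign. Deviations shared by same-numbered libraries of these days (median correlation 0.495) can therefore raise it, and the splits do not remove this. In the second, WT libraries of days 6 and 9 enter with opposite signs, so shared deviations can lower it. In MEFs the values were 0.117 at day 8 (10 of 10 splits) and 0.196 at day 4 (2 of 10 splits). The general adipocyte markers were higher in DKO preadipocytes at day 3, with a median log2 fold change of 1.79 (24 of 24 genes, adjusted p = 1.08e-20 with camera, 0.0576 with fry), and 1 of 10 splits had a median as large. Whether this is a chance split cannot be told apart with 3 against 3 libraries. The DKO effects at day 6 of preadipocytes and day 12 of MEFs correlated with r = 0.624 over 14144 genes, and 435 genes were called in both, 426 in the same direction, against 117 expected. Of 100 regroupings 1 gave as large a correlation, the real one, and the largest other was 0.45. The regroupings do not test the number of shared genes. All other splits called 0 genes at each of these days, so none of them could share any.

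Apoe was higher in DKO preadipocytes by a log2 fold change of 4.75 at day 3 (adjusted p = 0.000909 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.98 at day 0 (adjusted p = 0.07, and from 4.36e-18 to 0.32 over the alternatives), but not in MEFs at day 0 (-0.57, adjusted p = 0.524). More macrophages among the DKO cells could raise Apoe. At the highest ratio of Apoe to the 20 macrophage markers in any library of days 6 and 9, the rise of Apoe by 755 CPM at day 3 would need 1590 CPM of these markers, and the highest DKO library of day 3 held 251, which argues against macrophages of that kind as the source at day 3. At day 0 the rise of Apoe by 205 CPM would need a rise of these markers by 431 CPM. WT cells held 372 CPM of the markers and DKO cells 257 CPM, with 435 CPM in the highest DKO library. All 16 tested markers were lower in DKO cells, although the list did not pass with fry (adjusted p = 0.804). These levels argue against more macrophages of that kind as the source at day 0 too. The median log2 fold change of the markers was -0.61 at day 0 and 0.30 at day 3 (12 higher and 4 lower). It was -1.25 at day 6 (18 of 18 lower, adjusted p = 5.47e-07 with camera, 0.0831 with fry). At day 9 it was -1.23 (19 of 19 lower, adjusted p = 5.26e-10 with camera, 0.0547 with fry). In MEFs it was -0.69, -0.24, -0.34 and -0.35 at days 0, 4, 8 and 12. Camera passed 0.05 at each of these days in MEFs (adjusted p from 3.99e-11 to 0.00338), and fry at day 12 alone (adjusted p = 0.00199). In preadipocytes at day 6 the Schwann cell markers had a median of -0.67 (adjusted p = 0.0179 with camera, 0.0831 with fry), the endothelial markers -0.45 (adjusted p = 0.196), the muscle markers 0.70 (adjusted p = 0.601) and the sex-linked genes 0.03 (adjusted p = 0.965). In MEFs at day 12 these were -0.27 (adjusted p = 0.00705), -0.61 (adjusted p = 0.0924, 0.0497 with fry) and 0.04 (adjusted p = 0.789).

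H2-T22 was higher and H2-T10 lower in DKO preadipocytes at day 0, by 3.1 and -4.86 (adjusted p = 0.000682 and 0.000491 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and neither differed in MEFs at day 0 (-0.09 and -0.37, adjusted p = 0.771 and 0.616). Both belong to a multigene family, so their reads are uncertain. Xist had a group mean of at most 0.283 CPM in preadipocytes and of 1342 to 1657 CPM in MEFs, while Ddx3y had 98.8 to 197.3 CPM in preadipocytes and 0 in MEFs, in both genotypes. Hmgn3 had a log2 fold change of -0.69 at day 6 of preadipocytes (adjusted p = 0.0112, and 0.0909 in the fit over all days) and -0.27 at day 12 of MEFs (adjusted p = 0.0244), and Hmgn5 -0.11 (adjusted p = 0.379) and 0.43 (adjusted p = 0.000372). Of 330 genes within 10 Mb of Hmgn1 or Hmgn2, 10 were called in both cell types, and 440 of 15335 others (odds ratio 1.06, Fisher's exact test, two-sided, p = 0.867).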
